# Gut microbiota-derived extracellular vesicles exhibit diurnal regulation and activate hepatic gluconeogenesis

**DOI:** 10.1016/j.molmet.2025.102180

**Published:** 2025-06-06

**Authors:** Jian Tan, Jemma Justine Taitz, Duan Ni, Camille Potier-Villette, Gabriela Pinget, Tamara Pulpitel, Dragana Stanley, Ralph Nanan, Laurence Macia

**Keywords:** Gut microbiota, Extracellular vesicles, Circadian rhythm, Gluconeogenesis, Glucose homeostasis, Metabolism

## Abstract

The circadian clock regulates tissue-specific homeostasis, and its disruption is associated with metabolic disorders. Both host metabolic processes and the gut microbiota exhibit diurnal regulation, and both contribute to the maintenance of glucose homeostasis (Thaiss et al., 2014; Bishehsari et al., 2020; Frazier et al., 2023) [1–3]. However, how the gut microbiota and the circadian rhythm interplay to control host glucose homeostasis is not fully understood. Here, we identified gut microbiota-derived extracellular vesicles (MEV) as a potential peripheral Zeitgeber (time cue) for the hepatic circadian clock, controlling hepatic gluconeogenesis. Host feeding patterns influence the gut microbiota, driving the diurnal production of MEV. Gut MEV levels coincide with the activity of hepatic gluconeogenesis, with overnight fasting associated with increased production of MEV by gut bacteria. MEV directly activates hepatic gluconeogenesis and chronic increase in MEV exposure impairs glucose homeostasis *in vivo*. Our finding highlights a mechanism by which the gut microbiota has co-evolved with the host to support its glucose needs during periods of energy demands (such as during fasting or starvation). On the contrary, an abnormal increase in MEV production, leading to dysregulated gluconeogenesis, may underlie various glucose-associated disorders, such as type 2 or gestational diabetes. Together, our data reconcile the gut microbiota and circadian rhythm in the control of host glucose homeostasis and metabolic health.

## Highlights

• Gut microbiota extracellular vesicle production is regulated by host feeding status.
• Gut microbiota extracellular vesicle activates hepatic gluconeogenesis.
• Gut microbiota extracellular vesicle influence the hepatic circadian clock.

## 1 Introduction

Glucose is a major energy source critical for the optimal function and survival of most cellular organisms. However, the availability of glucose fluctuates constantly, influenced by factors like nutrient availability and the organism's feeding state. Gluconeogenesis is a critical metabolic process that evolved to maintain euglycemia during periods of low glucose availability. In mammals, it occurs predominantly in the liver and is activated in response to low blood glucose levels, such as during fasting. This process is hormonally regulated and is primarily stimulated by cortisol and glucagon produced by the adrenal glands and the pancreas, respectively. The secretion of these hormones is also regulated by circadian rhythm [1], anticipatory to the rhythmic transition between feeding and fasting states. Indeed, gluconeogenic genes like phosphoenolpyruvate carboxykinase (PEPCK) and glucose-6-phosphatase (G6P) exhibit diurnal regulation, aligning with the activity of the master transcription factors CLOCK and BMAL1 [2], which govern the mammalian circadian clock. Recent evidence has highlighted a role for the gut microbiota in regulating host metabolism and metabolic health [3]. Notably, the absence of a gut microbiota led to lower blood glucose levels under both fed and fasted states [4], while microbial-derived metabolites like butyrate can directly stimulate hepatic gluconeogenesis [5]. Dysregulation of blood glucose levels is associated with metabolic disorders like type 2 diabetes [6] and gestational diabetes [7]. Modern lifestyle factors are linked to detrimental shifts in gut microbiota composition and their function [8,9]. This underscores the importance of understanding how gut microbes can influence host glucose homeostasis, and ultimately, metabolic health. Furthermore, little is known about how the gut microbiota regulates peripheral clocks, given the well-established consequence of circadian rhythm disruption to the development of metabolic disorders [[10], [11], [12]]. Current identified microbial factors that influence gluconeogenesis act indirectly by optimising intracellular hepatic metabolism [4], or directly by acting as substrates for gluconeogenesis [5]. While many of these pathways are rhythmically regulated due to host dietary behaviours, they do not directly affect circadian rhythm per se, with no reported effects on the mammalian clock system. Emerging evidence indicates that gut microbiota-derived extracellular vesicles (MEVs) play a significant role in the host-gut microbiota axis [[13], [14], [15]]. MEV are nanosized membrane structures produced primarily from the budding of the plasma membrane and can carry a wide range of products including DNA, protein, and lipids. There are evidence that bacterial-derived extracellular vesicles (EV) can influence host metabolic outcomes. For example, orally administered *Pseudomonas panacis*-derived EVs induce insulin resistance and impairs glucose metabolism in skeletal muscles [16] while *Akkermansia muciniphila* EVs improved the metabolic profile of high-fat induced diabetic mice [17]. It is unclear what role EVs produced by resident gut microbiota play on host gluconeogenesis and hence glucose homeostasis.

## 2 Results

### 2.1 Gut microbiota-derived extracellular vesicles directly activate hepatic gluconeogenesis

To elucidate the potential role of MEV in host glucose homeostasis, we first determined whether MEV produced by gut bacteria can cross the intestinal barrier and translocate systemically. MEV was purified from cecal content and stool from control animals (Fig. S1a–b), fluorescently-tagged and orally administered to germ-free (GF) mice and translocation was tracked by *ex vivo* tissue imaging 12 h later. GF mice were used to eliminate potential competition from endogenous MEV produced by the gut microbiota for translocation. We found that MEV predominantly concentrated in the liver (Figure 1A), and to a lesser extent in the kidneys (Fig. S1c). To understand the impact of MEV on the liver, we administered MEV to GF mice orally twice weekly for 3 weeks and performed transcriptomic analysis on the liver. 

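Liver RNA was sequenced from 5 GF mice given MEV (GF+MEV) and 5 given PBS alone (GF+PBS), 1 library per mouse, after oral doses of 80 μg MEV in PBS, 2 per week for 3 weeks. The authors deposited raw read counts for each Ensembl gene, without normalization. They had aligned the reads to the mouse genome GRCm38 with STAR, counted them with HTSeq, and left out genes with fewer than 20 counts over the samples. Between 15746119 and 20523649 counts per library fell on genes in GF+MEV mice (median 16770711), and between 16140770 and 19733387 in GF+PBS mice (median 17104805). The table held 12148 genes, of which 12147 had at least 20 counts summed over these 10 livers and were tested. Counts were normalized by edgeR's TMM method, given below as CPM, a library's count scaled to its size, and compared between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. An exact two-sided permutation test of 5 mice against 5 runs over 252 labelings and cannot give a p-value under 0.00794. All tests took the 5 livers of a group as separate samples. Within GF+PBS, however, replicates 1 and 3 differed by a root mean square of only 0.35 on the log2 scale over the 300 genes that varied most among the GF+MEV livers, and replicates 4 and 5 by 0.32. The 8 other pairs of GF+PBS livers differed by 0.60 to 0.77, and the pairs of GF+MEV livers by 0.69 to 1.16. This comparison was chosen after the values were seen.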

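On the 500 genes with the highest variance in log2 CPM, the first principal component (PC1) held 54.3% of the variance and the second (PC2) 12.8%. The GF+MEV livers lay between 10.6 and 16.0 on PC1 and the GF+PBS livers between -14.7 and -11.6, without overlap (exact two-sided permutation test of the means, p = 0.00794, n = 5 mice per group). On PC2 the groups overlapped, from -6.30 to 6.50 in GF+MEV and from -7.56 to 10.4 in GF+PBS (exact two-sided permutation test, p = 0.976, n = 5 mice per group). Using all 12147 tested genes moved the share of variance on PC1 most, to 35.5%, and left the groups apart.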

Principal component analysis (PCA) revealed clear separation of liver transcriptomes between MEV-treated and PBS-treated groups (Figure 1B). 

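*Pck1* (ENSMUSG00000027513), which encodes the gluconeogenic enzyme PEPCK, lies on chromosome 2 of GRCm38 from 173153048 to 173159273. Its expression was 6921 ± 696 CPM (SD, n = 5) in GF+MEV livers and 2122 ± 749.8 CPM (SD, n = 5) in GF+PBS livers, a log2 fold change of 1.71 (standard error 0.24, edgeR adjusted p = 3.9e-05). *G6pc* (ENSMUSG00000078650), which encodes the catalytic subunit of glucose-6-phosphatase, lies on chromosome 11 from 101367561 to 101377903. It rose from 102 ± 24.5 CPM to 496 ± 124 CPM (SD, n = 5 each), a log2 fold change of 2.28 (standard error 0.23, edgeR adjusted p = 1.4e-06). The transcription factor gene *Foxo1* (ENSMUSG00000044167) had a log2 fold change of 0.79 (standard error 0.12, edgeR adjusted p = 0.00020). Its exons overlap those of Gm20402 on the other strand, so its count may be affected if the counting ignored strand. For *Ppargc1a* (ENSMUSG00000029167), which encodes the coactivator PGC-1α, the log2 fold change was 1.21 (standard error 0.25, edgeR adjusted p = 0.0013). *Got1* (ENSMUSG00000025190), an aminotransferase gene also marked in Figure 1C, had one of 1.27 (standard error 0.12, edgeR adjusted p = 1.2e-06). In each of these 5 genes, every GF+MEV liver was above every GF+PBS liver (exact two-sided permutation test, p = 0.00794, n = 5 mice per group). The choice of GF+PBS livers moved the value of *Pck1* most. Against GF+PBS replicates 1 and 3 alone, the log2 fold change of *Pck1* was 2.23, and against replicates 2, 4 and 5 alone it was 1.44, settings added after the data were seen. With replicates 1 and 3, and 4 and 5, each summed into 1 sample, it was 1.75 (edgeR adjusted p = 0.00016), and all 5 genes stayed past the threshold.

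**Figure D1:**
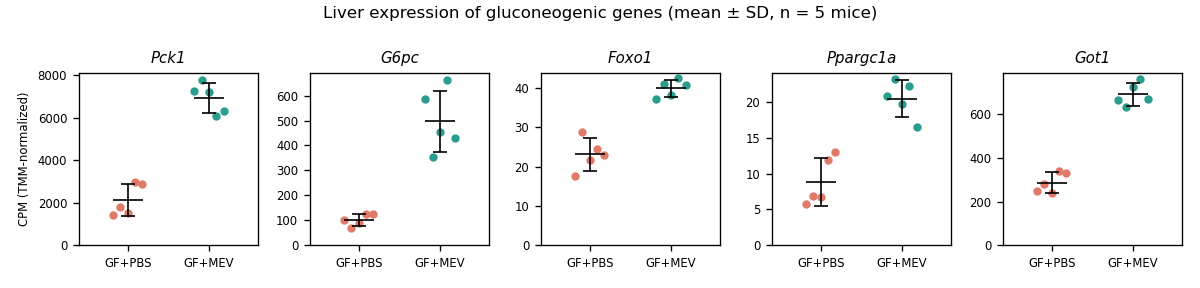
TMM-normalized expression (CPM, vertical axis) of 5 gluconeogenic genes in GF+PBS and GF+MEV livers. Each point is 1 mouse, ordered from replicate 1 on the left to replicate 5, with the mean and SD in black; *Pck1* was between 1427 and 2995 CPM in GF+PBS and between 6090 and 7769 CPM in GF+MEV livers.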

Genes related to gluconeogenesis including *Pck1*, *G6pc*, *Foxo1* and *Ppargc1a* were differentially upregulated in MEV-treated animals, compared to PBS-treated animals (Figure 1C). This was confirmed by pathway enrichment analysis, with the FOXO mediated transcription pathway significantly enriched (Figure 1D). 

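The FOXO pathway set of Reactome was not among the sets used. A list written before the counts were read, but after part of Supplemental Table 1, took its place. It held 63 FOXO regulators and target genes. Of these, 60 were tested. Genes were ranked by the signal-to-noise of DESeq2-normalized counts, the metric printed in Figure 1D, and the list was tested with fgsea beside 817 Reactome sets and 16 other lists. Its normalized enrichment score (NES) was 2.05 (fgsea adjusted p = 0.0026, from gene permutation). The edgeR fit called 11 of the 60 genes higher and 3 lower in GF+MEV when adjusted over all tested genes, and 13 higher and 4 lower when adjusted over the list alone. The 16 leading genes included *Igfbp1*, *G6pc*, *Cdkn1a*, *Txnip* and *Pck1*. Leaving out the genes the paper names for gluconeogenesis moved the score most, to 1.698 (fgsea adjusted p = 0.092). Gene permutation ignores that genes vary together, and limma's camera test, with a correlation of 0.01 between genes, gave p = 0.016 for the list (0.176 adjusted over all 834 sets). The mean log2 CPM of the list was higher in GF+MEV livers (exact two-sided permutation test, p = 0.00794, n = 5 mice per group), a check chosen after the data were seen. Without the genes the paper names in its text or figures, also chosen later, the 56 genes left gave a camera p of 0.187 (exact permutation p = 0.00794).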

FOXO1 is a key transcription factor that induces the expression of the key gluconeogenic enzymes PEPCK and G6P. Indeed, the gluconeogenesis pathway was also enriched in MEV-treated mice (Figure 1D), corresponding to higher *Pck1* and *G6pc* expression as validated by qPCR (Fig. S1d). 

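The Reactome gluconeogenesis set distributed with fgsea was not compared with the paper's version. It had 35 genes, 28 of them tested, and did not contain *G6pc*. Its NES was 1.45 (fgsea adjusted p = 0.354). Among the 28 genes, *Pck1* and *Got1* were called higher in GF+MEV livers, 26 were not called, and none was lower. The median log2 fold change of the set was 0.0031. Without the genes named in the paper for this pathway, the score was -0.82 (fgsea adjusted p = 0.977). A list of 16 gluconeogenesis enzymes and transporters that includes *G6pc* had a score of 2.10 (fgsea adjusted p = 0.0026), with 4 genes called higher and none lower both over all genes and over the list alone. Its median log2 fold change was 0.020. For this list limma's camera test gave p = 0.026 (0.217 adjusted over all sets, and exact permutation p = 0.00794 on the mean log2 CPM per liver, a check chosen later). Without the genes the paper names, also chosen later, the 13 genes left were not shifted as a set (camera p = 0.969, exact permutation p = 0.651). The paper names or marks those genes as higher in the same livers, so leaving them out weakens the list by construction. The shift of the list was seen only with those genes in it. The paper reasons that FOXO1 induces the genes for PEPCK and G6P, and ties the enrichment of this pathway to the higher *Pck1* and *G6pc* expression.

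**Figure D2:**
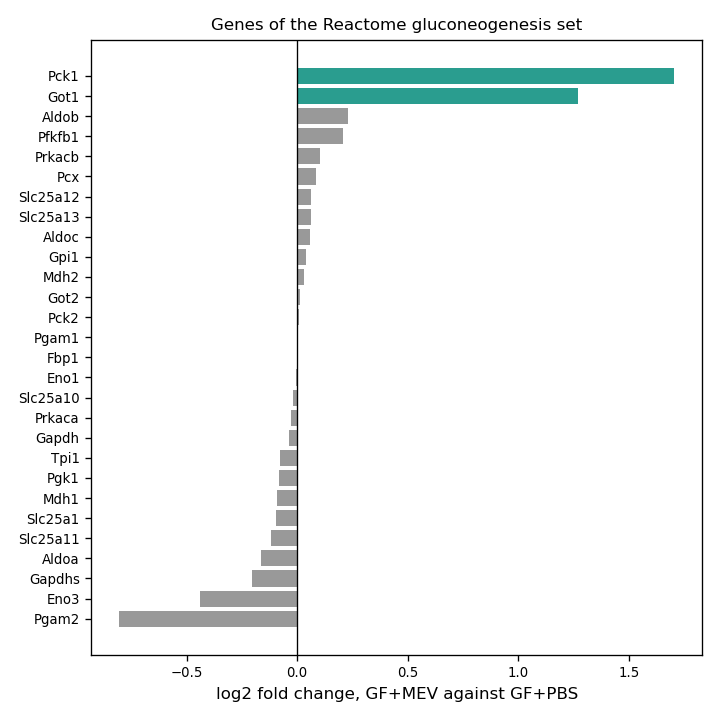
Log2 fold change between GF+MEV and GF+PBS livers (horizontal axis, edgeR) of the 28 tested genes of the Reactome gluconeogenesis set. Green bars are genes with an adjusted p under 0.05 (*Pck1* and *Got1*) and grey bars the 26 others.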

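At an adjusted p under 0.05, 500 genes were higher and 428 lower in GF+MEV livers, 928 of the 12147 tested, so that 53.9% of the called genes were higher. Of these, 120 were higher and 72 lower by more than 1 on the log2 scale. With upper-quartile normalization in place of TMM, 1040 genes were called and 41.2% of them were higher. Summing the alike GF+PBS replicates (1 with 3, and 4 with 5), a setting added after the data were seen, left 352 genes higher and 209 lower. Without overlap between the groups were 898 genes, 7.39% of those tested, against 0.794% by chance. The largest rises among called genes without overlap were in *Ddit4* (log2 fold change 3.98), *Krt19* (3.87), *Igfbp1* (3.72), *Ppp1r3g* (3.63) and *Zbtb16* (3.30). The largest falls were in Gm45724 (-3.21), *Cyp2b9* (-3.01), *Phlda1* (-3.00), *Osgin1* (-2.62) and *Id3* (-1.87). Gm45724 overlaps *Ces3a* on the other strand and *Phlda1* overlaps Gm28592, *Cyp2b9* was not past the threshold against GF+PBS replicates 1 and 3 alone (adjusted p = 0.064), and *Phlda1* was lower in GF+PBS replicate 2 than in the rest of its group. The smallest p-values belonged to *Tnfrsf1b*, *Ddit4*, *Pim3* (log2 fold change 2.28), *Irf2bp2* (2.01), which overlaps Gm26759 on the other strand, and *Osgin1*. DESeq2, the paper's tool, called 1201 genes, of which 921 were also called by edgeR in the same direction. Of the 1999 genes of Supplemental Table 1 that could be read, 192 were past an adjusted p of 0.05 in the paper's values, 148 by edgeR and 186 by DESeq2. The paper's calls shared 139 genes with those of edgeR and 170 with those of DESeq2.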

Differentially expressed genes are provided (Supplemental Table 1). To validate this phenotype, we orally administered 1 × 10^10^ MEV to specific-pathogen free (SPF) mice daily for 5 weeks, and then quantified liver gene expression of *Pck1* and *G6pc*. In our hands, 50–100 mg of stool contains approximately 6.3 × 10^10^ to 1.26 × 10^11^ MEV, indicating that 1 × 10^10^ MEV is not an excessive dose and likely falls within the lower end of physiological ranges. Compared to PBS-treated animals, MEV-treated mice had increased liver expression of both *Pck1* and *G6pc* (Figure 1E). We further verified that MEV induced hepatic gluconeogenesis, upregulating the expression of genes encoding for PEPCK and G6P, under both *ex vivo* conditions with mouse primary hepatocytes (Figure 1F), and under *in vitro* conditions with the human hepatocyte cell line HEPG2 (Figure 1G). These results indicate that MEV act directly on hepatocytes to induce gluconeogenesis. We found that the effect of MEV on the expression of gluconeogenic genes in HEPG2 cells occurred at a threshold dose of approximately 3 × 10^9^ particles, with *G6PC* expression increasing at higher doses (Fig. S1e), with maximal effect at 10 × 10^9^ particles (data now shown). Finally, to determine the physiological significance of MEV on the host, SPF mice were administered PBS or MEV for 5 weeks, as described above. Pyruvate tolerance test was then performed, a gold standard method to assess the conversion of exogenous pyruvate to glucose *in vivo*, as a readout of gluconeogenesis. Indeed, MEV-treated mice had higher blood glucose levels following fasting and administration of the gluconeogenic substrate pyruvate (Figure 1H). Together, these results demonstrate that MEV exposure increases liver gluconeogenesis both *in vivo* and *in vitro*, and that MEV acted directly on hepatocytes to induce gluconeogenesis.

**Figure 1:**
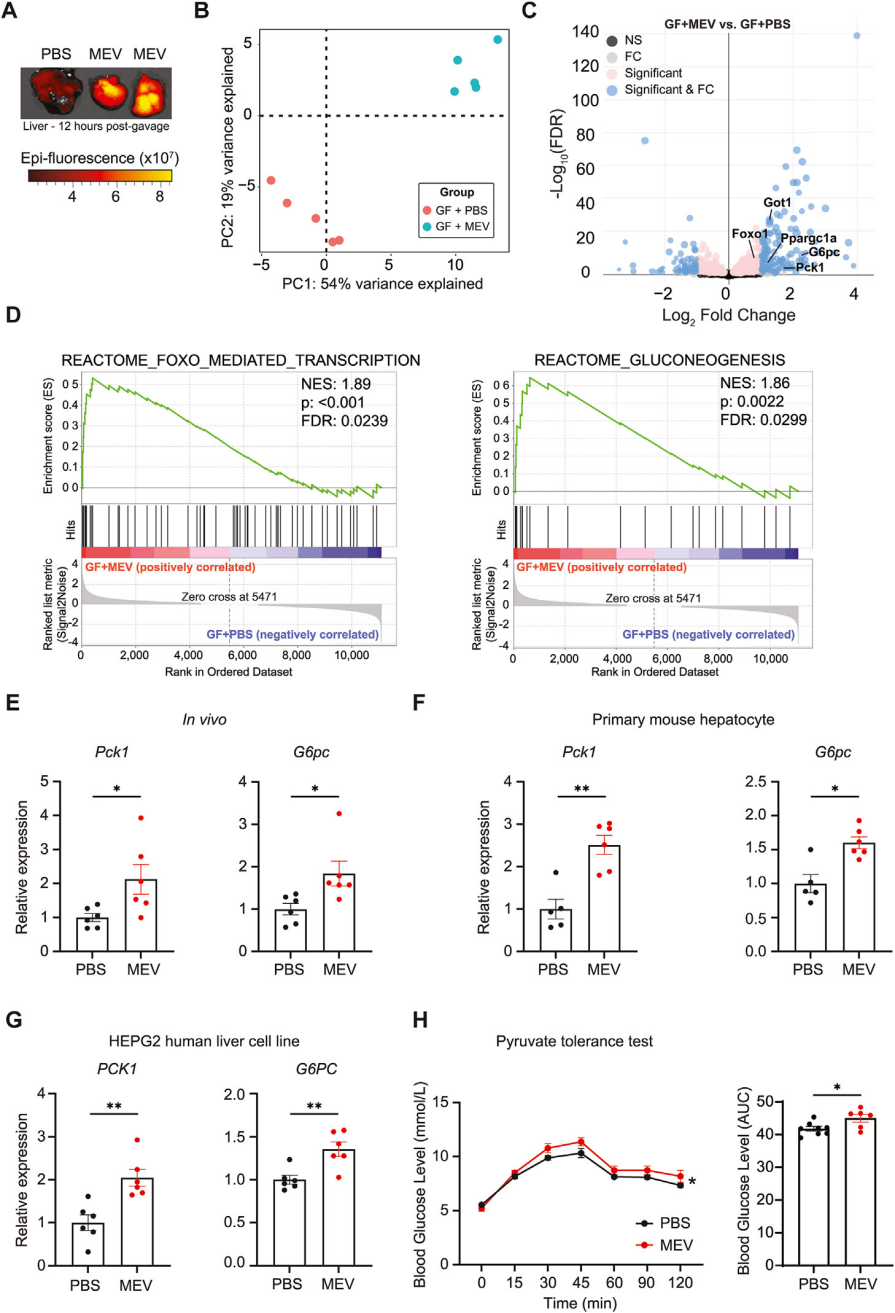
Gut microbiota-derived extracellular vesicles induce hepatic gluconeogenesis *in vivo* and *in vitro*. **(a)** Germ-free animals were orally administered 80 μg of DiD-labelled microbiota-derived extracellular vesicles (MEV) (n = 2) or PBS as control (n = 1). 12 h later, liver tissue was collected and fluorescence quantified *ex vivo* using the IVIS (In vivo imaging system). Fluorescence represented as Epi-fluorescence. Data representative of n = 2 independent experiments **(b)** Germ-free animals were orally administered 80 μg MEV in PBS (GF + MEV), or PBS alone (GF + PBS), twice-weekly for 3 weeks. Whole liver was then collected and RNAseq performed and differences in individual transcriptome represented on a PCA plot (n = 5 per group). **(c)** Volcano plot illustrating differentially down- and up-regulated genes in GF + MEV vs. GF + PBS mice. **(d)** Enrichment plot for GSEA Reactome pathway analysis of liver RNA transcriptome data, with significant enrichment in pathway associated with ‘FOXO mediated transcription’ and ‘Gluconeogenesis’ in GF + MEV livers **(e)** Specific-pathogen free (SPF) mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks, and liver gene expression of *Pck1* and *G6pc* quantified by qPCR (n = 6 per group). RNAseq experiment representative of n = 1 experiment **(f)** Primary hepatocyte cell isolated from control C57BL/6 male mice was cultured for 18 h in the absence (PBS) or presence of 3 × 10^9^ MEV (MEV), and gene expression level of *Pck1* and *G6pc* quantified by qPCR (n = 5 PBS, n = 6 MEV). Data representative of n = 2 independent experiments **(g)** HEPG2 human hepatocyte cell line was cultured for 18 h in the absence (PBS) or presence of 3 × 10^9^ MEV (MEV), and gene expression level of *PCK1* and *G6PC* quantified by qPCR (n = 6 per condition). Data representative of n = 5 independent experiments **(h)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks, and then pyruvate tolerance test performed, with blood glucose level measured to 2 h following intraperitoneal injection of pyruvate at a dose of 2.5 g/kg body weight following overnight fasting (n = 8 PBS and n = 6 MEV). Data representative of n = 1 experiment. All data are presented as mean ± SEM. ∗p < 0.05 and ∗∗p < 0.01 by Mann–Whitney test. For PTT experiment, overall difference was determined by two-way ANOVA.

### 2.2 Gut microbiota-derived extracellular vesicles promote hepatic inflammation and metabolic syndrome

Next, we sought to determine how increased exposure to MEV affects host metabolic health. Treatment with MEV for 5 weeks did not alter food intake (Fig. S2a), nor affect body weight gain (Figure 2A). MEV treatment did not affect inguinal white adipose tissue (WATi) weight but increased epididymal white adipose tissue (WATe) weight (Fig. S2b). Notably, it significantly increased liver weight (Figure 2B), a change often associated with inflammation [18]. This was confirmed by Ingenuity pathway analysis of our transcriptomic data (Figure 2C), revealing enrichment of pro-inflammatory pathways relating to IL-6 and acute phase response signalling, as well as HMGB1 signalling pathways. 

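Ingenuity pathway analysis was not repeated. Lists of genes written before the counts were read, but after part of Supplemental Table 1, were tested instead. They were tested with limma's camera test, two-sided. As a check chosen later, each list's mean log2 CPM per liver was compared by an exact two-sided permutation test. A list of 25 acute phase genes, 23 of them tested, had a median log2 fold change of 0.12 (camera p = 0.014, 0.170 adjusted over all sets, and exact permutation p = 0.452). Called higher were 4 of its genes, among them *Serpina3n* (log2 fold change 0.45) and *Hp* (0.31), and called lower were *Hamp* (-0.44) and *Socs3*. Adjusted over the list alone, 6 genes were higher and 2 lower. Estimating the correlation between genes from the list itself moved the camera result most, to 0.288. A list of 25 interferon-induced genes had a median log2 fold change of -0.31 (camera p = 3.5e-07, exact permutation p = 0.048), with 4 genes called lower over all genes, 9 over the list alone, and none higher. With the correlation estimated from the list, the camera result was 0.150. In a list of leukocyte genes, of which 13 of 20 were tested, the median log2 fold change was -0.24 (camera p = 0.00019, exact permutation p = 0.087), and *Cd79a* and *Cd79b* were called lower. The estimated correlation gave 0.159. Over the list alone, 3 genes were lower. A list of 12 genes of stellate cells and fibrosis, 10 of them tested, was not shifted (camera p = 0.722, exact permutation p = 0.881), and none of its genes was called.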

Genes common to these pathways like *Jun*, *Cebpb* and *Tnfrsf1b* are generally considered pro-inflammatory and were significantly upregulated in MEV treated animals (Figure 2D). 

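*Jun* (ENSMUSG00000052684) rose from 11.0 ± 3.35 CPM in GF+PBS to 75.5 ± 18.8 CPM in GF+MEV livers (SD, n = 5 each), a log2 fold change of 2.78 (edgeR adjusted p = 7.9e-07). *Cebpb* (ENSMUSG00000056501) rose from 73.9 ± 14.3 CPM to 297 ± 29.2 CPM (SD, n = 5 each), a log2 fold change of 2.00 (edgeR adjusted p = 8.5e-08). *Tnfrsf1b* (ENSMUSG00000028599) went from 25.2 ± 1.54 CPM to 86.1 ± 3.11 CPM (SD, n = 5 each), a log2 fold change of 1.77 (edgeR adjusted p = 4.5e-10), the smallest p of all genes tested. Of the other genes of Figure 2D, *Dusp1* (2.10), *Il1r1* (1.53), *Map2k6* (1.03) and *Vcam1* (1.02) were called higher on the log2 scale, and *Irf1* (-1.21), *Socs3* (-1.18) and *Fzd7* (-1.04) lower. All but *Map2k6* were without overlap between the groups. For *Map2k6* the exact two-sided permutation test gave p = 0.016 (n = 5 mice per group). *Socs3* was 13.6 CPM in GF+PBS replicate 2, against 24.4 to 26.4 CPM in the other GF+PBS livers. Exons of *Jun*, *Cebpb*, *Dusp1*, *Irf1* and *Vcam1* overlap those of another gene on the other strand. None of these 10 genes changed its call under any alternative.

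**Figure D3:**
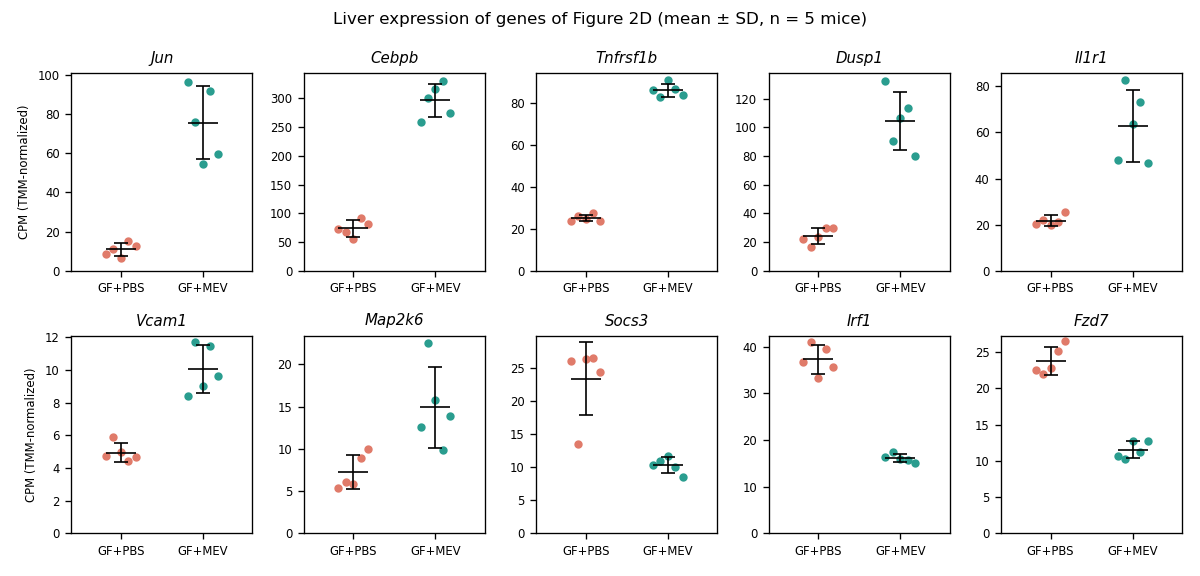
TMM-normalized expression (CPM, vertical axis) of 10 genes of Figure 2D in GF+PBS and GF+MEV livers. Each point is 1 mouse, ordered from replicate 1 on the left to replicate 5, with the mean and SD in black; the groups overlap only in *Map2k6*.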

Histological analysis revealed mild signs of liver inflammation in MEV-treated animals (Figure 2E–F), particularly increased hepatocyte ballooning (Fig. S2c), while no fibrosis was detected (data not shown). This was not accompanied by evidence of elevated systemic inflammation, with no differences in circulating levels of IL-1β, TNF, IL-6, MCP-1, KC and IL-12 (Fig. S2d), suggesting that this effect was local. Excessive gluconeogenesis is a feature of obesity, and chronic low-grade inflammation is a feature of metabolic syndrome. To determine the physiological implication of increased hepatic gluconeogenesis and hepatic inflammatory state, we tested the impacts of MEV on glucose metabolism. We performed glucose tolerance and insulin tolerance test on mice treated with PBS or MEV for 5 weeks, which revealed that MEV administration induced mild but significant insulin resistance (Figure 2G) and glucose intolerance (Figure 2H). Indeed, mouse primary hepatocyte that were pre-treated overnight with MEV had decreased Akt phosphorylation following stimulation with insulin, highlighting that MEV can directly induce insulin resistance (Figure 2I). Altogether, these results demonstrate that increased MEV exposure can lead to a mild but significant disruption to metabolic health by promoting glucose intolerance and insulin resistance. This phenotype was not attributed to increased systemic inflammation.

**Figure 2:**
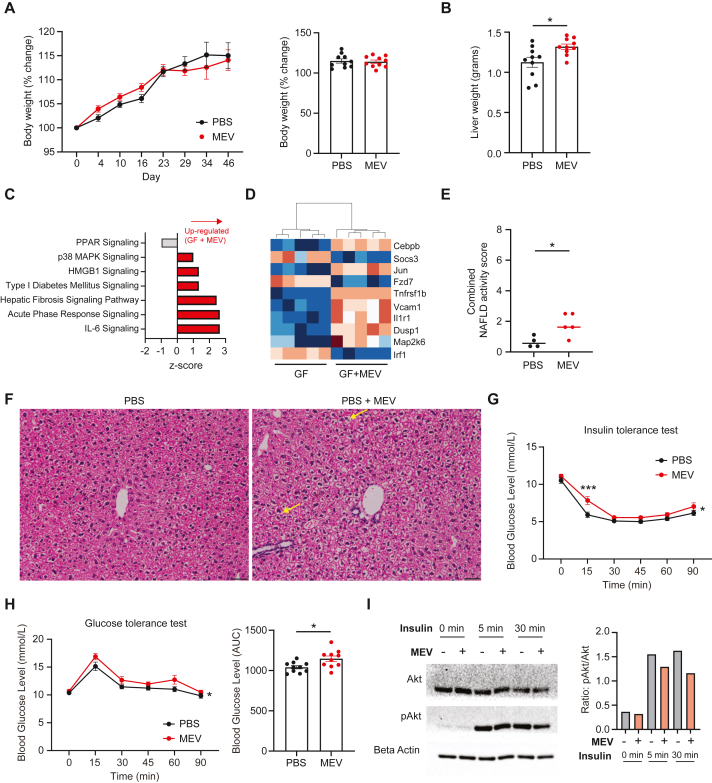
Gut microbiota-derived extracellular vesicles promote low-grade hepatic inflammation and insulin resistance. **(a)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks. Graph represents % body weight change over the 5 weeks period (left) and scatter plot showing the percentage change at endpoint (right) (n = 10 mice per group). Data representative of n = 3 independent experiments. **(b)** Scatter plot showing whole liver weight following 5 weeks oral administration of MEV or PBS (n = 10 mice per group). Data representative of n = 2 independent experiments. **(c)** Germ-free animals were orally administered 80 μg MEV in PBS (GF + MEV), or PBS alone (GF + PBS), twice-weekly for 3 weeks. Whole liver was then collected and RNAseq performed, and Qiagen Ingenuity pathway analysis performed, with **(d)** heatmap with key genes involved in the pathways shown. (n = 5 per group). Data represent of n = 1 experiment. **(e)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks. Representative liver hematoxylin and eosin staining. Yellow arrows indicate hepatocyte ballooning. Scale bar represents 50 μm and **(f)** combined NAFLD activity score of liver histology samples. Data representative of n = 1 experiment and scores represent average scores of n = 2 independent scoring. **(g)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks, and then oral glucose tolerance test performed, with blood glucose level measured to 90min following oral administration of glucose at a dose of 2 g/kg body weight following 6 h of fasting (n = 10 mice per group). **(h)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks, and then insulin tolerance test performed, with blood glucose level measured to 90 min following intraperitoneal administration of insulin at a dose of 0.5U/kg body weight following 4 h of fasting (n = 10 mice per group). Data represent of n = 1 experiment. **(i)** Primary hepatocyte cell isolated from control C57BL/6 male mice was cultured for 18 h in the absence (PBS) or presence of 3 × 10^9^ MEV (MEV), and then stimulated with 10 nM insulin for 0, 5 or 30min and protein levels of Akt and p-Akt quantified by Western blot (each condition pooled from n = 3 replicates of n = 1 mice). Data representative of n = 2 independent experiments. All data are presented as mean ± SEM. ∗p < 0.05 by Mann–Whitney test. For oGTT and ITT experiments, overall difference was determined by two-way ANOVA.

### 2.3 Host feeding patterns control the diurnal production of MEV to regulate hepatic gluconeogenesis

MEV can promote hepatic gluconeogenesis via numerous pathways. We previously found that MEV modulated host immunity through the activation of TLRs, such as TLR4, via LPS present on the MEV surface [19]. LPS has also been shown to promote hepatic gluconeogenesis via the activation of the transcriptional regulator P300 [20,21]. We found that MEV did not induce hepatic gluconeogenesis through TLR signalling, with MEV still able to upregulate *PCK1* and *G6PC* expression in the presence of the NF-κB inhibitor BAY11-7082 (Fig. S3a), and the P300 inhibitor C646 (Fig. S3b), suggesting that mechanisms independent of LPS were involved. We further confirmed that MEV-associated LPS was not the mediator of hepatic gluconeogenesis, as EV derived from both *Escherichia coli* (gram-negative, enriched in LPS) and *Enterococcus faecalis* (gram-positive, lacking LPS) could induce *PCK1* and/or *G6PC* expression in HEPG2 cell line (Figure 3A). It was also not due to a general increase in proinflammatory signalling pathways, mediated by JNK (Fig. S3c). Other pathways known to induce gluconeogenesis, including ROS activation (Fig. S3d–f) and SIRT1 (Fig. S3g) were also not involved.

**Figure 3:**
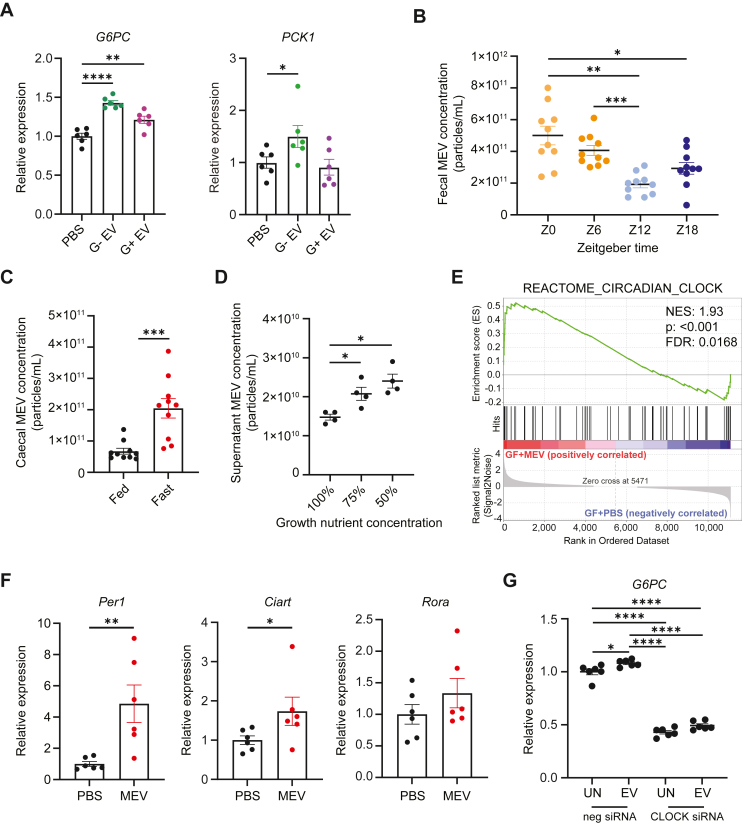
Gut microbiota-derived vesicles are produced rhythmically in response to host nutritional status and activate the circadian clock to promote gluconeogenesis. **(a)** HEPG2 hepatocyte cell line was cultured for 18 h in the absence (PBS) or presence of 3 × 10^9^ gram-negative EV (G- EV) from *Escherichia coli* or gram-positive EV (G+ EV) from *Enterococcus faecalis*, and gene expression level of *PCK1* and *G6PC* quantified by qPCR (n = 6 per condition). Data representative of n = 2 independent experiments. **(b)** Feces MEV concentration was quantified by Nanoparticle tracking analysis from the feces of control mice collected at Zeitgeber time 0 (start of light cycle), 6, 12 (start of dark cycle) and 18. Data represent of n = 1 experiment **(c)** Cecal MEV concentration was quantified by Nanoparticle tracking analysis from the feces of control mice that was fed ad libitum, or fasted overnight (18 h). Data representative of n = 1 experiment. **(d)***E. faecalis* was grown *in vitro* at decreasing concentration of nutrient and EV was isolated and quantified by Nanoparticle tracking analysis. Data representative of n = 2 independent experiments. **(e)** Germ-free animals were orally administered 80 μg MEV in PBS, or PBS alone, twice-weekly for 3 weeks. Whole liver was then collected and RNAseq performed, and enrichment plot for the GSEA Reactome ‘Circadian Clock’ pathway analysis shown. Data represent of n = 1 experiment. **(f)** SPF mice were administered 1 × 10^10^ MEV (MEV), or PBS as control (PBS) daily for 5 weeks, and then liver expression of *Per1*, *Ciart1* and *Rora* was quantified by qPCR. Data representative of n = 2 independent experiments. **(g)** HEPG2 hepatocyte cell line was reverse transfected with CLOCK-siRNA or control negative-siRNA and cultured for 18 h in the absence (PBS) or presence of 3 × 10^9^ MEV (MEV), and gene expression level of *PCK1* and *G6PC* quantified by qPCR (n = 6 per condition). Data representative of n = 3 independent experiments. All data are presented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001 by Mann–Whitney test (c, f), ordinary one-way ANOVA followed by Tukey's multiple comparisons test (a, b, d) or two-way ANOVA followed by Tukey's multiple comparisons test (g).

We hypothesized that MEV may possibly control hepatic gluconeogenesis by regulating the circadian clock, given the rhythmic expression of *PCK1* and *G6PC* observed in hepatocytes [2]. This hypothesis was supported by several observations. We found that the quantities of MEV produced in the gut peaked at similar Zeitgeber times that hepatic *Pck1* and *G6pc* expression are reported to be at the highest [22] (Figure 3B). Notably, MEV concentration was lowest during the start of the feeding phase (dark cycle, Zeitgeber time 12), while it was highest during the start of the fasting phase (light cycle, Zeitgeber time 0), when glucose demand is highest. This demonstrates that MEV are produced in a diurnal pattern, and this directly aligns with host glucose requirements. To further demonstrate the relationship between host nutritional status and MEV production, we subjected mice to starvation via overnight fasting. Starvation was linked to a dramatic increase in MEV concentrations in the gut, with approximately 3 times more MEV produced by the gut microbiota following overnight fasting compared to ad libitum fed animals (Figure 3C). In addition to starvation, we previously found that host dietary composition can affect MEV production, with a high-protein diet associated with higher gut MEV concentrations [19]. Indeed, we found that high protein content in diet was associated with higher hepatic expression of *Pck1* (Fig. S4a). Next, to directly test the relationship between nutrient status and bacterial EV production, we cultured *E. faecalis*, a common gut commensal microbe, at decreasing concentration of nutrients in growth media. We found that the quantities of EV produced was increased with decreasing nutrient concentration (Figure 3D), highlighting that nutrient depletion is associated with increased EV production. Interestingly, we found that gram-positive bacteria generally produced higher quantities of EV than gram-negative bacteria (Fig. S4b). To apply this to another physiological setting, we also found pregnant mice had increased MEV concentration during the third trimester of gestation (Fig. S4c), the period where both energy demands [23] and maternal gluconeogenesis [24] are reported to be at their highest. Additionally, our hepatic transcriptome data revealed enrichment in the circadian clock pathway in MEV treated animals (Figure 3E). 

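The larger Reactome circadian clock set distributed with fgsea, not compared with the paper's version, had 30 genes, of which 29 were tested. Its NES was 1.25 (fgsea adjusted p = 0.522). In the edgeR fit, *Per1*, *Ppargc1a* and *Bhlhe40* were called higher, *Nr1d1* and *Bhlhe41* lower, and 24 genes were not called. The median log2 fold change of the set was 0.019. The score depended on the GF+PBS livers compared. Against replicates 1 and 3 alone it was 1.71 (fgsea adjusted p = 0.062), and against replicates 2, 4 and 5 alone 1.00 (fgsea adjusted p = 0.916), settings added after the data were seen. Genes that peak late in the dark phase (camera p = 0.977, exact permutation p = 0.817) and genes that peak later in the day (camera p = 0.530, exact permutation p = 0.524) were not shifted between the groups as lists. None of the former was called. Of the 11 of the latter, 1 was called higher and 2 lower, and 2 and 2 over the list alone, and such opposite changes cancel in these tests.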

The activation of circadian clock (via CLOCK/BMAL1) leads to the expression of clock-controlled genes, which includes the regulators period (PER) and cryptochrome (CRY) that negatively regulate CLOCK/BMAL1 activity [25]. It also induces the expression of other regulators such as *Rora* and *Ciart1*. Accordingly, we found that the expression of these genes was differentially upregulated in MEV-treated mice in our transcriptomic dataset (Supplemental Table 1). 

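*Per1* (ENSMUSG00000020893), on chromosome 11 from 69095217 to 69109960, rose from 29.5 ± 12.4 CPM in GF+PBS to 95.1 ± 6.86 CPM in GF+MEV livers (SD, n = 5 each), a log2 fold change of 1.69 (edgeR adjusted p = 0.00027). *Ciart* (ENSMUSG00000038550), on chromosome 3 from 95878503 to 95882251, rose from 12.3 ± 6.78 CPM to 49.5 ± 14.6 CPM (SD, n = 5 each), a log2 fold change of 2.00 (edgeR adjusted p = 0.0014). Both were without overlap between the groups (exact two-sided permutation test, p = 0.00794, n = 5 mice per group). The other period and cryptochrome genes were not called. Their log2 fold changes were -0.23 for *Per2* (edgeR adjusted p = 0.577), -0.46 for *Per3* (0.404), -0.12 for *Cry1* (0.749) and 0.21 for *Cry2* (0.249). *Rora* had a log2 fold change of 0.22 (edgeR adjusted p = 0.232). It was past the threshold without GF+PBS replicate 5 (log2 fold change 0.31, edgeR adjusted p = 0.049). *Clock* (0.22, edgeR adjusted p = 0.419) and *Arntl*, which encodes BMAL1 (-0.26, edgeR adjusted p = 0.712), were not called. Exons of *Cry2*, *Rora* and *Arntl* overlap those of another gene on the other strand. Clock genes split the GF+PBS group. *Per3* was 19.5 and 23.1 CPM in replicates 1 and 3 and between 57.7 and 68.1 CPM in replicates 2, 4 and 5, while *Arntl* was 3.61 and 4.23 CPM against 1.18 to 1.92 CPM. Chosen after these values were seen, fits against either part of the group gave *Per1* log2 fold changes of 2.57 (replicates 1 and 3) and 1.31 (replicates 2, 4 and 5), both past the threshold, and *Ciart* 3.31 and 1.52, also past it. Those of *Per3* took opposite signs, 0.66 (edgeR adjusted p = 0.028) and -0.91 (edgeR adjusted p = 0.00053), as did those of *Per2*, 0.41 (edgeR adjusted p = 0.198) and -0.54 (edgeR adjusted p = 0.032). *Cry1* and *Arntl* also changed sign, and against replicates 1 and 3 *Cry2*, *Rora* and *Arntl* passed the threshold.

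**Figure D4:**
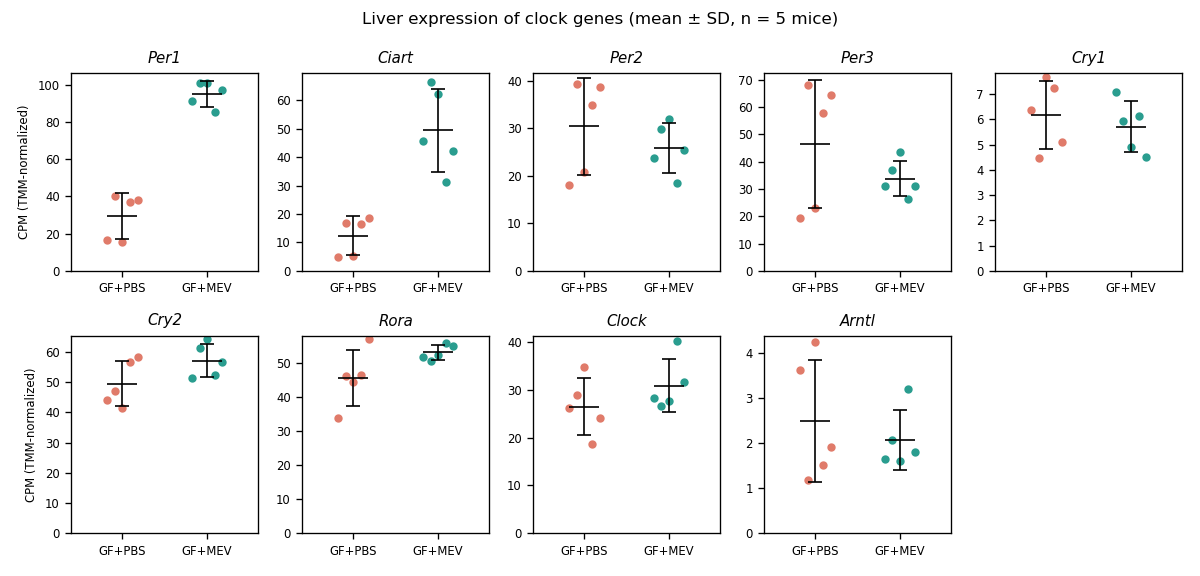
TMM-normalized expression (CPM, vertical axis) of 9 clock genes in GF+PBS and GF+MEV livers. Each point is 1 mouse, ordered from replicate 1 on the left to replicate 5, with the mean and SD in black; GF+PBS replicates 1 and 3 lie low for *Per1*, *Ciart*, *Per2* and *Per3* and high for *Arntl*.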

Consistent to this, SPF mice treated with MEV for 5 weeks also had upregulation of *Per1*, *Rora* and *Ciart1* compared to PBS-treated animals (Figure 3F), and this phenotype was also replicated in HEPG2 cell line treated with MEV *in vitro* (Fig. S4d). Interestingly, MEV administration did not induce gluconeogenesis in the kidneys (Fig. S4e), another major site of gluconeogenesis, suggesting that this effect is specific to the liver. This aligns with a previous report indicating that kidney gluconeogenesis is not regulated by circadian rhythm, unlike the liver [2]. We also did not see significant changes in the small intestine (Fig. S4f), with gluconeogenesis known to be triggered more strongly by nutrient availability at this site [26]. Finally, siRNA knockdown of CLOCK in HEPG2 cell line (Fig. S4g) lowered basal *G6PC* expression and abrogated MEV-induced upregulation of this gene (Figure 3G). We found that transfected cells had expression of *PCK1* at background levels (data not shown). Together, our data indicate that the MEV plays a role in supporting host glucose needs by enhancing hepatic gluconeogenesis, and this is associated with changes to the liver clock system.

## 3 Discussion

We show for the first time that the gut microbiota, via EVs, can activate hepatic gluconeogenesis. MEV production exhibit diurnal regulation, which is linked to host nutritional status, and appears to have evolved to support host glucose demands (Figure 4). MEV mediated this effect by acting as a potential peripheral Zeitgeber for the hepatic circadian system, and we hypothesize that this is a new pathway for host-gut microbe interactions. Indeed, greater quantities of MEV were found to be produced during periods of high glucose demands (i.e., fasting and pregnancy). This peripheral mode of regulation is applicable across mammalian species, regardless of whether they are nocturnal or diurnal, unlike central clock signalling which is regulated by the suprachiasmatic nucleus via light inputs. Our finding highlights several implications. Firstly, does different gut microbiota composition have different capacity for MEV production, and does this contribute in part to interindividual differences in baseline and fasting glucose levels? A minor increase in blood glucose level, along with other factors like genetics and dietary habits, might be sufficient to predispose to metabolic disorders. In our hands, we found that gram-positive bacteria generally produced higher levels of EVs than gram-negative bacteria, at least under *in vitro* conditions (Fig. S4b). This may explain the observation found in some studies that obese individuals have a higher Firmicutes:Bacteroidetes ratio [27]. Despite this, the fact that both gram-negative and gram-positive-derived EVs can activate gluconeogenesis suggests that the mechanism is not due to surface membrane components per se, but more likely driven by the delivery of intracellular cargo to hepatocytes. Host dietary composition can also affect MEV production. For example, we have previously shown that a high-protein diet was linked to greater quantities of gut MEV [19]. This may partly explain the established effects of a high-protein diet on host gluconeogenesis with a high-protein, carbohydrate-free diet linked to increased gluconeogenesis in humans [28]. We also validated this observation in mice utilizing 10 diets with different ratio of macronutrient composition, which revealed a positive association between liver *Pck1* expression and protein content in diet, with a minor interaction with carbohydrate content (Fig. S4a). As well as diet composition, irregular food intake common in modern societies may also impair the normal control of host glucose homeostasis by disrupting MEV production. While MEV act as a cue to support host glucose demands under normal conditions, it is possible that physiological disruption to MEV production (such as altered diet composition, irregular feeding and possibly medication etc.) may underlie increased metabolic disorders associated with a Western lifestyle.

**Figure 4:**
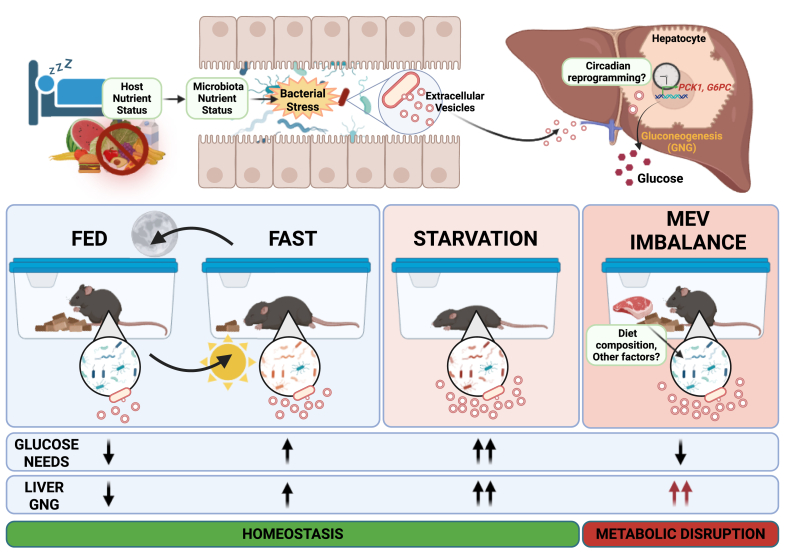
Model of gut microbiota-derived extracellular vesicles induction of host hepatic gluconeogenesis. Schematic of the interplay between host nutritional status, gut microbiota production of extracellular vesicles, and host hepatic gluconeogenesis. Host nutrient status mediates gut microbial stress, with fasting leading to bacterial stress and increased production of microbiota-derived extracellular vesicles (MEV). MEV can translocate to the liver, where it influence the hepatic circadian clock, and is associated with increased expression of *PCK1* and *G6PC*, and the upregulation of hepatic gluconeogenesis. Under normal conditions, the diurnal regulation of MEV associates with host glucose requirements, leading to homeostasis. However, the disruption of MEV production, such as improper diet or other factors, can stimulate gluconeogenesis despite the host being euglycemic, which may lead to metabolic disruption and predisposition to metabolic disorders. Created in BioRender. Tan, J. (2025) https://BioRender.com/qaenmir.

Secondly, the fact that MEV directly activate gluconeogenesis *in vitro* indicates that MEV act independent of the diurnal actions of cortisol and glucagon on hepatic gluconeogenesis. This feature probably allows for the fine-tuning of hepatic gluconeogenesis, allowing the organism to adapt to different levels of hypoglycaemia. Indeed, the relative production in quantities of MEV was much greater in mice that were fasted overnight (Figure 3C) compared to the difference observed during normal rhythmic oscillation (Figure 3B). Aligned to this, we found that MEV acts on the expression of *PCK1* and *G6PC*, and in a dose-dependent fashion, at least with *G6PC in vitro* (Fig. S1e). The production of MEV was related to the nutritional status of the gut microbiota, directly linked to the host's nutritional intake. Stress (such as antibiotics) has been shown to promote bacterial EV production [29], and in this study, we provide evidence that nutrient availability is another factor regulating bacterial EV production.

In conclusion, our study provides new fundamental insights into the regulation of host glucose homeostasis. Assessing gut MEV profile holds significant clinical potential as a biomarker or risk factor for metabolic disorders, including gestational diabetes. Additionally, our study provides a mechanism for the control of host glucose homeostasis, via the alteration of MEV production. Although our short-term experiments revealed no overt systemic inflammation, chronically elevated MEV levels over the longer-term may trigger low grade inflammation and predispose to hepatic pathologies like non-alcoholic fatty liver disease and hepatocellular carcinoma, often associated with metabolic dysfunction. Inhibition of hepatic gluconeogenesis has been effective in ameliorating type 2 diabetes [30]. Thus, developing strategies aimed at reducing gut MEV production, i.e. by shaping dietary composition, have incredible potential in helping alleviate hyperglycaemia, possibly by tuning the liver clock system. This could form part of a strategy for the control or treatment of metabolic disorders like type 2 diabetes, by reducing hepatic gluconeogenesis.

## 4 Methods

### 4.1 Animals

Male C57BL/6 mice (6–8 weeks of age) were purchased commercially from Animal BioResources and housed at the Charles Perkins Centre animal facility. Animals were maintained under specific-pathogen-free conditions, with a standard 12 h light–dark cycle, at 25 °C and 50% humidity. Animals were fed ad libitum on AIN93G control diet, with free access to drinking water. Germ-free animals were purchased commercially from the Walter and Eliza Hall Institute of Medical Research and were housed at the Charles Perkins Centre germ-free animal facility. For biodistribution study, 80 μg of MEV was orally administered following a 2-hour fasting period. For other experiments, the administration of MEV were performed in the late afternoon, and faeces and cecal content were collected in the morning, unless otherwise stated. All animal experiments were performed under protocols approved by the University of Sydney Animal Ethics Committee (AEC).

### 4.2 Extracellular vesicle isolation

For the isolation of extracellular vesicles, cecum content or faecal pellets was homogenized in 0.02 μm filtered PBS and EV isolated by differential centrifugation, as described previously with slight modifications [19]. Briefly, the homogenate was centrifuged at 10,000×*g* for 20min at 4 °C followed by 18,000×*g* for 45min at 4 °C, before filtration through a 0.22 μm filter and centrifuged at 100,000×*g* for 2hr at 4 °C. EV pellet was resuspended in 0.02 μm filtered PBS. EV particle size and concentration were assessed by Nanoparticle Tracking Analysis using the Particle Metrix Zetaview, and analyzed with the Zetaview software (8.05.16 SP3) or the Nanosight NS300 (Malvern Instruments Limited), and analyzed with the NTA 3.2 software. MEV particle size distribution typically ranges from 133 to 425 nm (95% interval), with a median size of 211 nm. For fluorescent labelling of MEV, MEV was labelled with DiD dye at a final concentration of 5 μM for 30min at room temperature in the dark, quenched with ice-cold 0.02 μm filtered PBS, and then washed by ultracentrifugation as above.

### 4.3 RNA sequencing and data analysis

Total RNA was extracted from snap-frozen liver tissues using TRI Reagent (Sigma Aldrich) following the manufacturer's instructions, and RNA was purified using the RNeasy MinElute Cleanup Kit (Qiagen). Library preparation and Illumina HiSeq sequencing was done commercially (Azenta Life Sciences, previously Genewiz). Raw data had an average of 22,232,315 reads per sample with 94.02% of reads with quality of Q30 or above. Sequences were aligned to the GRCm38 mouse reference genome using STAR v2.7.3a with two-pass mapping [31]. Gene count was quantified using HTSeq and genes with less than 20 counts across all samples were filtered out prior to analysis. DESeq2 (1.42.0) was used for differential expression analysis [32] using R software (4.3.1). DESeq2 normalised counts and statistical outputs were used for downstream pathway analysis using Gene Set Enrichment Analysis [33] and Ingenuity Pathway Analysis (Qiagen). Raw and processed sequencing data are deposited in the NCBI GEO repository (GSE295797).

### 4.4 Quantitative PCR

Total RNA was extracted using TRI Reagent (Sigma Aldrich) following the manufacturer's instructions and cDNA generated using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific). qPCR was conducted using the Power SYBR™ Green PCR Master Mix (ThermoFisher Scientific) on a LightCycler® 480 Instrument II (Roche Life Science) and LightCycler® 480 v1.5.0 software. A list of primers used, and their sequences are provided in Supplemental Table 2.

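The mouse primer pairs were compared, as printed, with the annotated transcripts of their genes. The *Pck1* pair spans 166 bp of transcript and the *G6pc* pair 190 bp, in a region of chromosome 11 from 101368019 to 101372773. For *Per1*, *Ciart* and *Rora* the products are 81, 178 and 197 bp. None of the 19 annotated transcripts of *Rpl13a* holds an exact match to its printed reverse primer, and none of the 6 of *Clock* to its printed forward primer. Transcripts of other genes and the rest of the genome were not searched.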

### 4.5 Histological assessment

Liver tissues were fixed in 10% formalin and stored in 70% ethanol before processing and staining with H&E as previously described [34]. NAFLD Activity Score (Steatosis, Inflammation and Ballooning index) was used to score liver inflammation and damage, as previously described [35].

### 4.6 Cell culture

HEPG2 was cultured in DMEM supplemented with 10% FBS, 10 mM HEPES, 2 mM l-glutamine, 1 mM sodium pyruvate, 100units/ml penicillin and 100 μg/ml streptomycin. For experiments, HEPG2 cells were seeded into 6-well plate and grown until ∼80% confluence. For siRNA experiment, knockdown of CLOCK was performed using Silencer pre-designed siRNA (GGAACAAUAGACCCAAAGGtt and CCUUUGGGUCUAUUGUUCCtc) from Ambion (Life technologies) with Lipofectamine RNAiMAX (ThermoFisher) via reverse transfection, and experiments performed 48 h later. C57BL/6 mouse primary hepatocytes were isolated as previously described [36]. Briefly, liver was perfused with 25 ml of HBSS containing 5 mM calcium chloride and 0.05% collagenase IV maintained at 37 °C, and then hepatocytes teased out by gentle shaking on a petri dish. Hepatocytes were then centrifuged at 50×*g* for 30min at 22 °C, then resuspended in 37.5% Percoll solution and centrifuged for 500×*g* for 15min at 22 °C with minimal brake. RBC lysis was then performed, and hepatocytes resuspended in DMEM/F12 supplemented with 10% FBS, 5 mM HEPES, 2 mM l-glutamine, 2 mM sodium pyruvate, 1 μM dexamethasone, 100units/ml penicillin and 100 μg/ml streptomycin, and allowed to rest for 4 h on collagen coated plates (5 μg/cm^2^) before media removed and cell resuspended in fresh media without FBS and dexamethasone for experiments.

### 4.7 Metabolic assessments

For glucose tolerance test, mice were fasted for 6 h and were then given an oral bolus of glucose at a dose of 2 g/kg body weight. For insulin tolerance test, mice were fasted for 4 h, then 0.5 U/kg insulin was given by intraperitoneal injection. For pyruvate tolerance test, mice were fasted overnight, then given sodium pyruvate at a dose of 2.5 g/kg body weight. Blood glucose level was measured using a glucometer (AccuChek Advantage).

### 4.8 Bacterial cell culture

Frozen glycerol scrapping of *Enterococcus faecalis* (NCTC 775) was first inoculated in Brain Heart Infusion (BHI) broth and allowed to rest overnight, 37 °C shaking 200rpm. The culture was then diluted to OD0.1 in BHI broth and grown for 18 or 24 h as indicated. *Escherichia coli* (K-12 MG1655) was grown in Luria–Bertani (LB) broth instead. For some experiments, *E. faecalis* were grown in BHI broth diluted with salt solution (4.5 g/L NaCl and 2.5 g/L sodium phosphate dibasic).

### 4.9 Western blots

Samples were lysed by probe sonication (15s) in RIPA buffer supplemented with protease (Roche Mini Protease Inhibitor Cocktail) and phosphatase (Roche PhosSTOP) inhibitors before centrifuging (4 °C, 10min, 16,000×*g*). Protein concentration was quantified with bicinchoninic acid (BCA) assay (Sigma–Aldrich). Lysates were prepared for polyacrylamide gel electrophoresis under reduced conditions. Proteins were resolved by western blot using 4–12% Bis-Tris gels (BioRAD) and transferred to a nitrocellulose membrane (BioRAD). After blocking with 5% BSA in TBST, protein expression was detected using specific primary antibodies by incubating overnight at 4 °C (Cell Signalling Technology: phospho-AKT #4058; AKT #4685; β-actin #4970). All antibodies were detected using secondary rabbit IgG-horse radishperoxidase (Cell Signalling Technology #7074) and visualised by enhanced chemiluminescence using the Pierce ECL Western Blotting Substrate (ThermoFisher Scientific).

### 4.10 Statistical analysis

For comparison of two independent groups, the Mann–Whitney tests were used. For comparison of three or more groups, a one-way ANOVA with Tukey's multiple comparison test was used. For comparison of differences among group means over time, two-way ANOVA was used. For comparison of paired samples, non-parametric paired t-test was used. Mixture modelling was performed as previously reported [19,37]. P value < 0.05 were considered statistically significant with ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.005; ∗∗∗∗p < 0.001.

## CRediT authorship contribution statement

**Jian Tan:** Writing – review & editing, Writing – original draft, Validation, Investigation, Data curation, Conceptualization. **Jemma Justine Taitz:** Writing – review & editing, Investigation, Data curation. **Duan Ni:** Writing – review & editing, Validation, Investigation, Data curation. **Camille Potier-Vilette:** Writing – review & editing, Validation, Investigation, Data curation. **Gabriela Pinget:** Writing – review & editing, Investigation. **Tamara Pulpitel:** Writing – review & editing, Investigation, Data curation. **Dragana Stanley:** Writing – review & editing, Investigation. **Ralph Nanan:** Writing – review & editing, Investigation. **Laurence Macia:** Writing – review & editing, Supervision, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Laurence Macia reports financial support was provided by Australian Research Council. Laurence Macia reports a relationship with Sanofi that includes: employment. L.M. is a current employee of the Translational Science Hub Global Sanofi Vaccines R&D Brisbane, Australia. Her contribution to this work was done when she was an employee of the University of Sydney. The other authors declare no competing interests. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Raw and processed sequencing data are deposited in the NCBI GEO repository (GSE295797).

# Supplementary material for: Gut microbiota-derived extracellular vesicles exhibit diurnal regulation and activate hepatic gluconeogenesis
**Source:** Mol Metab. 2025 Jun 6;98:102180. doi: 10.1016/j.molmet.2025.102180
**Supplement:** Multimedia component 2

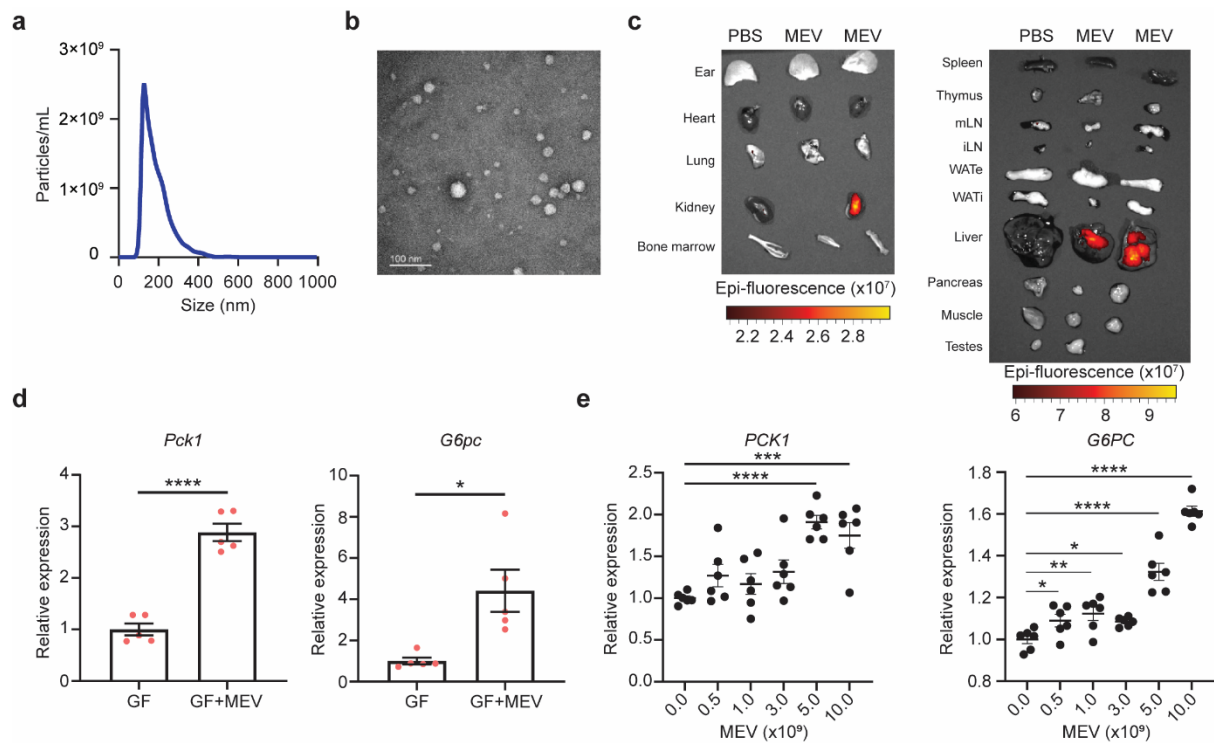

**Figure S1: Gut microbiota-derived extracellular vesicles induce hepatic gluconeogenesis in vivo and in vitro.** (a) Representative plot of nanoparticle tracking analysis of microbiota-derived extracellular vesicles (MEV) isolated from control mice and (b) representative transmission electron microscopy image of isolated MEV. (c) Germ-free animals were orally administered 80 $\mu$ g of DiD-labelled microbiota-derived extracellular vesicles (MEV) (n=2) or PBS as control (n=1). 12 hours later, skin (ear), heart, lung, kidney, bone marrow, spleen, thymus, mesenteric lymph nodes (mLN), inguinal lymph nodes (iLN), epididymal white adipose tissue (WATe), inguinal white adipose tissue (WATi), liver, Pancreas, muscle and testes were collected and fluorescence quantified ex vivo using the IVIS (In vivo imaging system). Relative fluorescence represented as Epi-fluorescence. Data represent of n=1 experiment. (d) Germ-free animals were orally administered 80 $\mu$ g MEV in PBS (GF+MEV), or PBS alone (GF), twice-weekly for 3 weeks. Whole liver was then collected, RNA extracted and gene expression of PEPCK and G6P quantified by qPCR. Data represent of n=1 experiment. (e) HEPG2 hepatocyte cell line was cultured for 18 hours in the presence of 0.0, 0.5, 1.0, 3.0, 5.0 or 10.0 $\times 10^9$  MEV, and gene expression level of *PCK1* and *G6PC* quantified by qPCR (n=6 per condition). Data representative of n=2 independent experiments. All data are presented as mean $\pm$ SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 and \*\*\*\*p<0.0001 by Mann-Whitney test when compared to untreated (e).

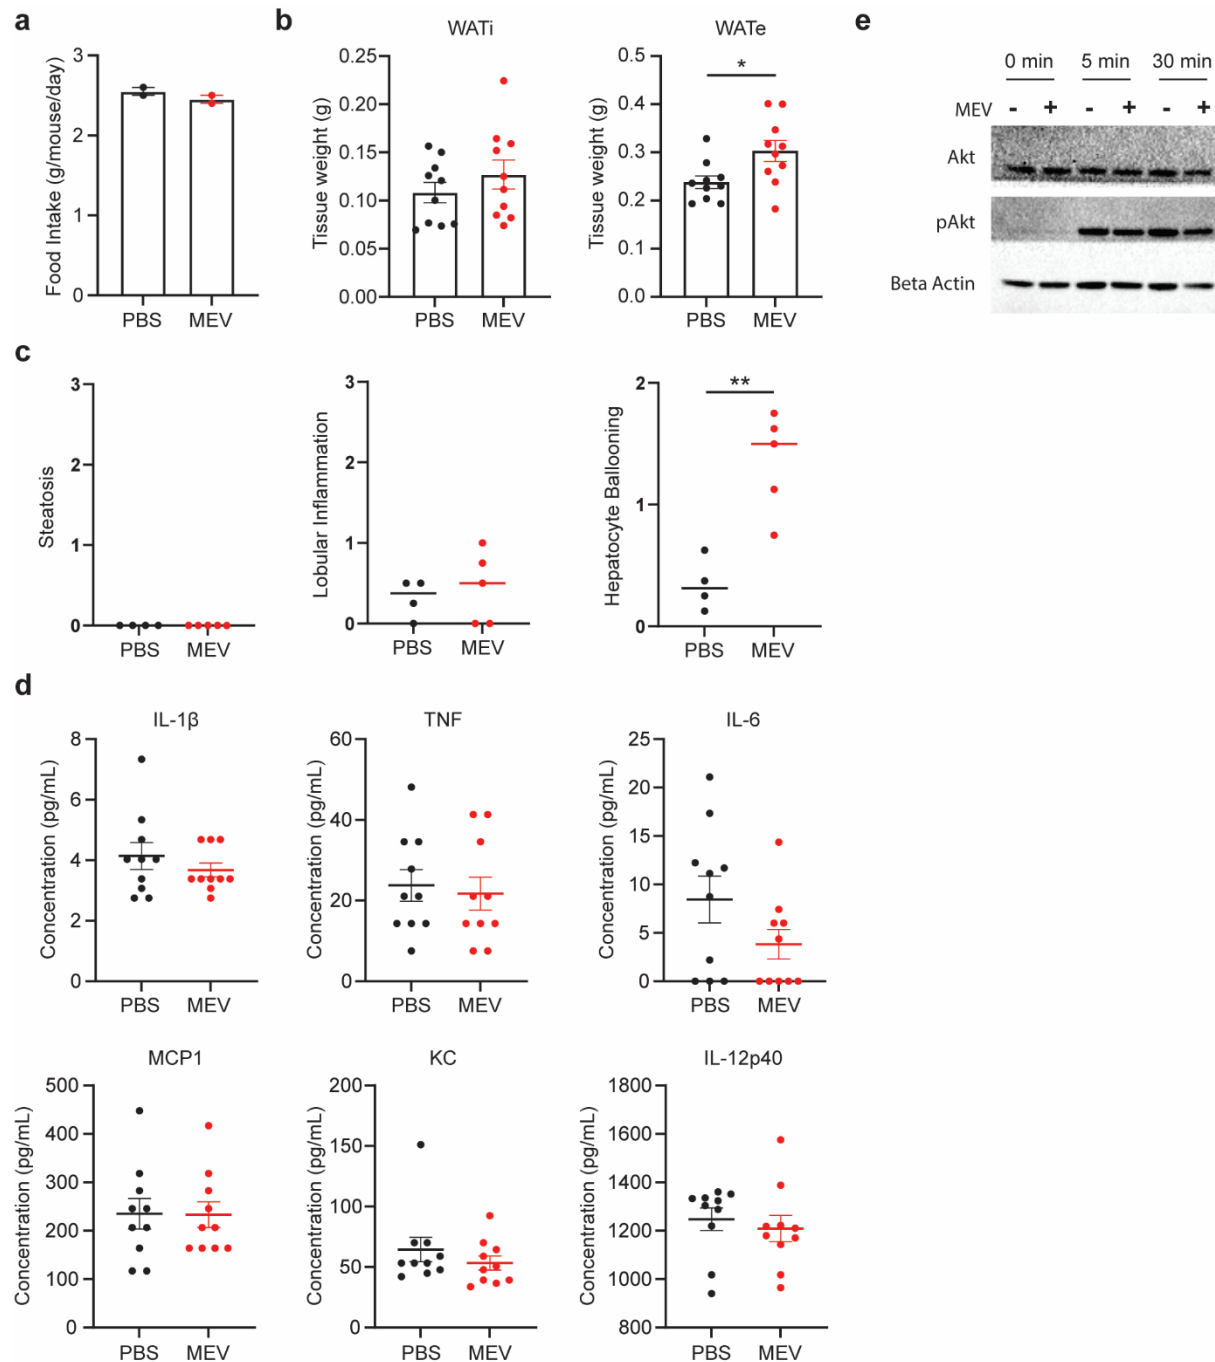

**Figure S2: Gut microbiota-derived extracellular vesicles promote low-grade hepatic inflammation and insulin resistance.** (a) SPF mice were administered  $1 \times 10^{10}$  MEV (MEV), or PBS as control (PBS) daily for 5 weeks. Graph represents average food intake (g/mouse/day). Each dot represents the average intake of one cage with  $n=5$  animals per cage and (b) Scatter plot showing the weight of inguinal white adipose tissue (WATi) and epididymal white adipose tissue (WATe) weight. ( $n=10$  mice per group). Data representative of  $n=2$  independent experiments. (c) NAFLD activity scores comprising Steatosis, Lobular Inflammation and Hepatocyte ballooning scores. Data representative of  $n=1$  experiment and scores represent average scores of  $n=2$  independent scoring. (d) SPF mice were administered  $1 \times 10^{10}$  MEV (MEV), or PBS as control (PBS) daily for 5 weeks and plasma was collected for cytokine quantification using the Bio-Plex Pro Mouse Cytokine Multiplex Immunoassay. Data representative of  $n=2$  independent experiments. All data are presented as mean  $\pm$  SEM. \* $p < 0.05$  by Mann-Whitney test.

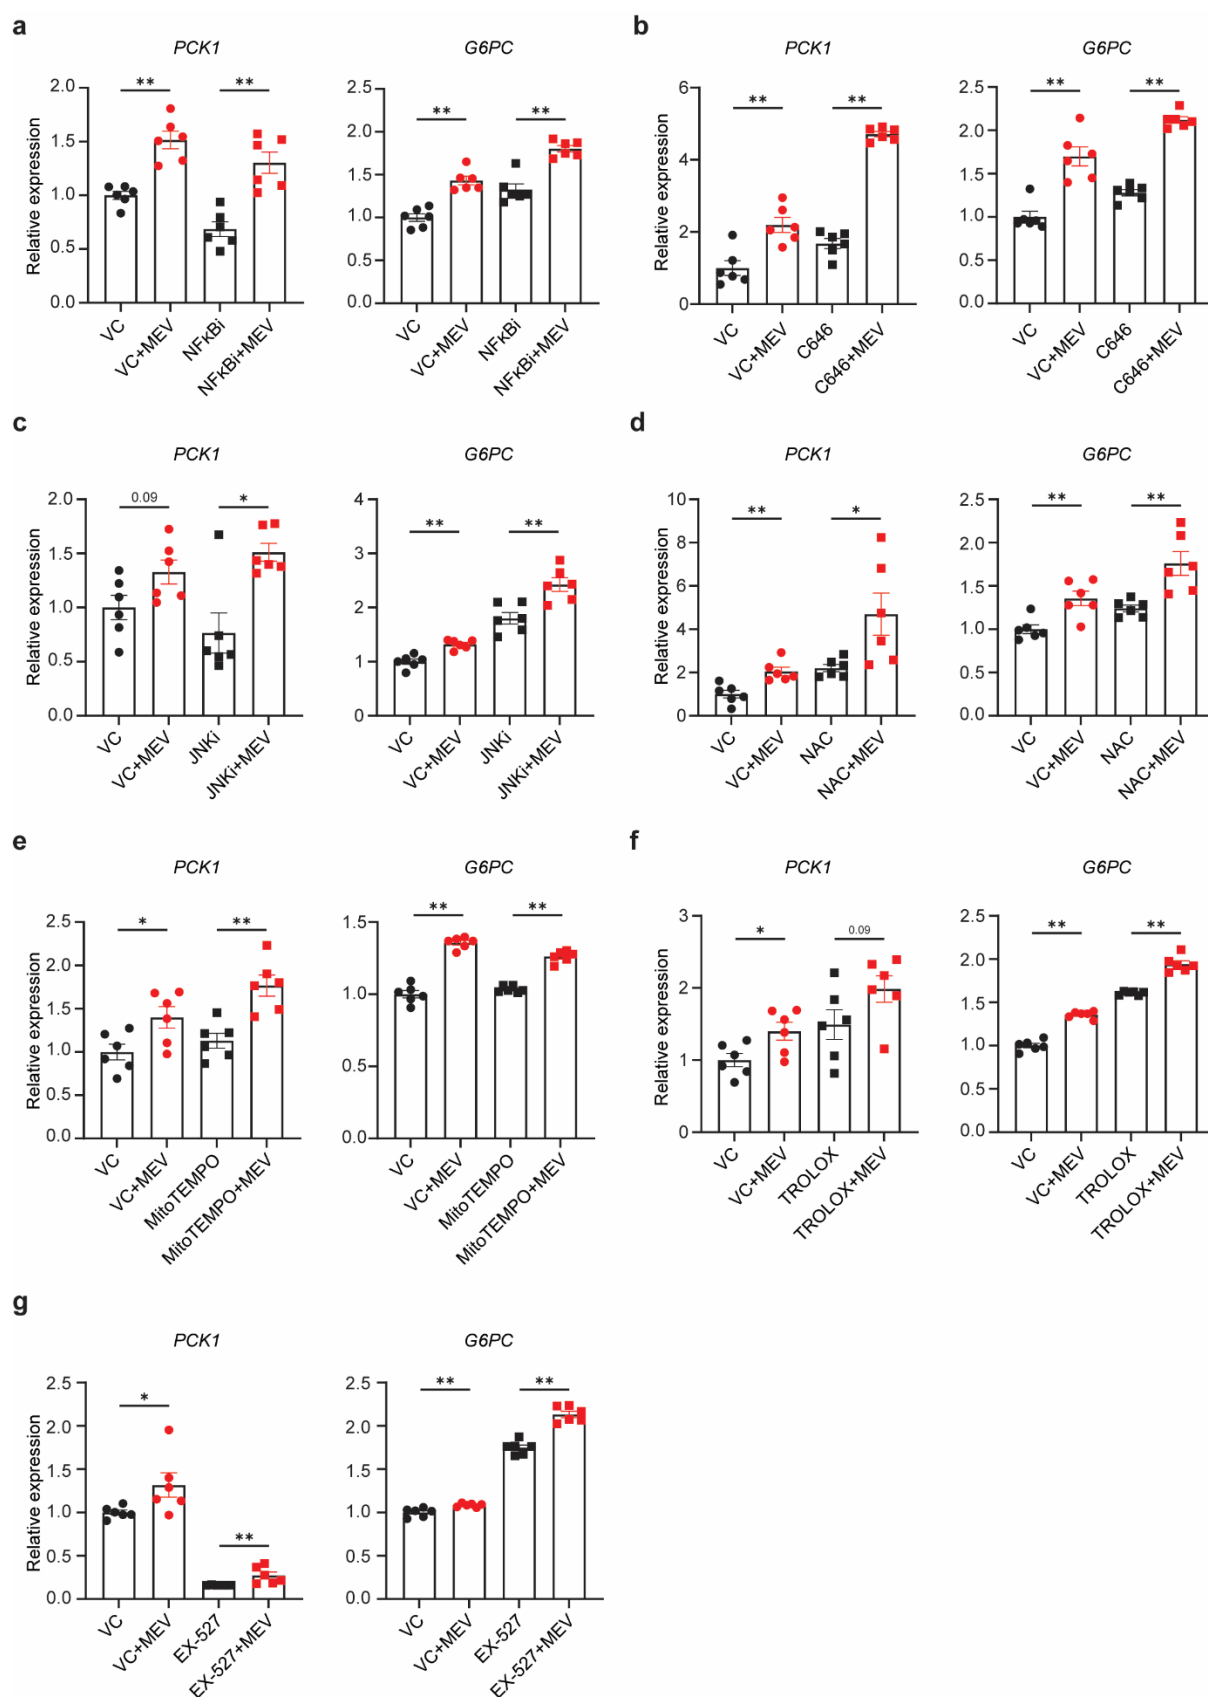

**Figure S3: Gut microbiota-derived vesicles does not promote hepatic gluconeogenesis through activation of inflammatory and cellular-stress related pathways.** HEPG2 hepatocyte cell line was cultured for 18 hours in the absence (vehicle control; VC) or in the presence of  $3 \times 10^9$  MEV (VC+MEV), in the absence or presence of (a) 10μM NFκB inhibitor BAY11-7082, (b) 20μM p300 inhibitor C646, (c)

20 $\mu$ M JNK inhibitor SP600125, the antioxidants **(d)** 10mM N-acetyl cysteine, **(e)** 10 $\mu$ M MitoTEMPO and **(f)** 10 $\mu$ M TROLOX, **(g)** 10 $\mu$ M SIRT1 inhibitor EX-527, and gene expression level of *PCK1* and *G6PC* quantified by qPCR (n=6 per condition). Cells were pre-treated with the inhibitor for at least 30min prior to the addition of MEV. Results represent n=2 independent experiments. All data are presented as mean $\pm$ SEM. \*p < 0.05 and \*\*<0.01 by Mann-Whitney test between untreated and MEV-treated samples for each condition.

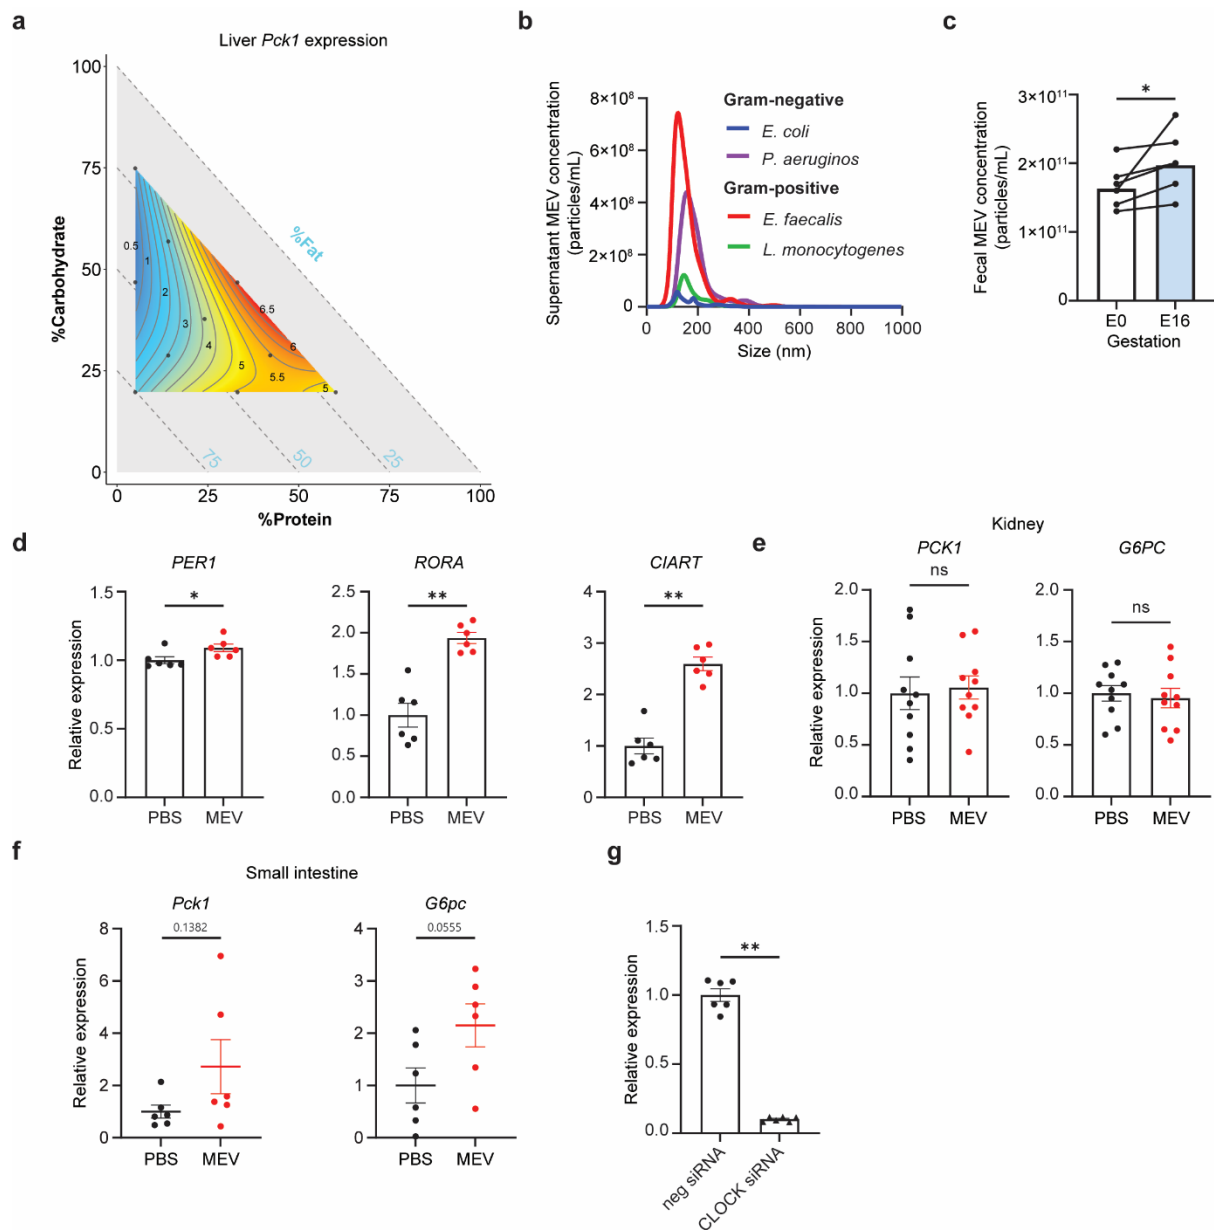

**Figure S4: Gut microbiota-derived vesicles is produced rhythmically in response to host nutritional status and activates the circadian clock to promote gluconeogenesis.**

**(a)** Contribution of macronutrient composition to liver *Pck1* expression ( $n = 7-8$  per diet) was modelled by mixture model and represented on a right-angled mixture triangle comprising of carbohydrate (y axis), protein (x axis) and fat (hypotenuse) with liver *Pck1* expression (expression relative to the housekeeping gene *Rpl13a*, numbers on isolines) as the response variable. Red represents higher levels of *Pck1* expression while blue represents lower levels of *Pck1* expression in the nutrient mixture space. Each dot represents one of the 10 diets used for modelling response surface. Data representative of  $n=2$  independent experiments. **(b)** Representative relative production of EV produced in culture *in vitro* by *Escherichia coli*, *Pseudomonas aeruginosa*, *Enterococcus faecalis* and *Listeria monocytogenes* following 18 hours of culture. Data representative of  $n=2$  independent experiments. **(c)** MEV was quantified by Nanoparticle tracking analysis from feces collected from pregnant mice prior to gestation (E0) or at the third trimester of gestation (E16) ( $n=5$  per group). Data represent of  $n=1$  experiment. **(d)** HEPG2 hepatocyte cell line was cultured for 18 hours in the absence (PBS) or presence of  $3 \times 10^9$  MEV (MEV), and gene expression level of *PER1*, *RORA* and *CIART* quantified by qPCR ( $n=6$  per condition). Data representative of  $n=2$  independent experiments. **(e-f)** Specific-pathogen free (SPF) mice were administered  $1 \times 10^{10}$  MEV (MEV), or PBS as control (PBS) daily for 5 weeks, *Pck1* and *G6pc*

gene expression quantified by qPCR in (e) kidney (n=10 per group) and (f) small intestine (n=6 per group). Data represent of n=1 experiment. **(g)** HEPG2 hepatocyte cell line was reverse transfected with CLOCK-siRNA or control negative-siRNA and cultured for 18 hours in the absence (PBS) and gene expression level of CLOCK quantified by qPCR (n=6 per condition). Data representative of n=3 independent experiments. All data are presented as mean $\pm$ SEM. \*p < 0.05 and \*\*<0.01, by non-parametric paired t-test (c) or Mann-Whitney test (d-g).

Supplemental Table 2

| Gene          | Specie | Forward (5'-3')        | Reverse (5'-3')        |
|---------------|--------|------------------------|------------------------|
| <i>GAPDH</i>  | Human  | GAAGGTGAAGGTCGGAGTCA   | CAGAGTTAAAAGCAGCCCTGG  |
| <i>PCK1</i>   | Human  | ATTCTGGGTATAACCAACCC   | GTTGATGGCCCTTAAATGAC   |
| <i>G6PC</i>   | Human  | ACTGTGCATACATGTTCATC   | TGAATGTTTTGACCTAGTGC   |
| <i>CLOCK</i>  | Human  | ACTACAAGACGAAAACGTAG   | CATCTCTGTCAACAATCGAG   |
| <i>PER1</i>   | Human  | ACACTTCAGAACCAGGATAC   | AGTGAACCATAGAAGACTC    |
| <i>CIART1</i> | Human  | AAGGATTTATACCTCCTCTCAC | TCTTTAACATCCCTTCTACCTG |
| <i>RORA</i>   | Human  | GCCATCAAAATTACAGAAGC   | ATAAACACCACCTCTAGAGAAC |
| <i>Rpl13a</i> | Mouse  | ATCCCTCCACCCTATGACAA   | GCCCCAGGTAAGCAAACCTT   |
| <i>Pck1</i>   | Mouse  | AATATGACAACTGTTGGCTG   | AATGCTTTCTCAAAGTCCTC   |
| <i>G6pc</i>   | Mouse  | TTCAAGTGGATTCTGTTTGG   | AGATAGCAAGAGTAGAAGTGAC |
| <i>Clock</i>  | Mouse  | AAGTGACTCATTAAACCCCTG  | CTATGTGTGCGTTGTATAGTTC |
| <i>Per1</i>   | Mouse  | GTTCTCATAGTTCCTCTTCTG  | GTGAGTTTGTACTCTTGCTG   |
| <i>Ciart</i>  | Mouse  | AGTCAAGAGATCAAGAGACG   | GAAGCTACTTAATCCTCTGTC  |
| <i>Rora</i>   | Mouse  | GAGTTTGTGTTCTATGCACC   | CCTTGCATATTAGCTTGGTTAG |

How the deposited data were processed for this re-analysis (not part of the article)

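Liver RNA of 10 germ-free C57BL/6 mice, 5 given MEV and 5 given PBS, was the only measurement analysed. The authors aligned reads to GRCm38 with STAR, counted them per gene with HTSeq, filtered out genes with fewer than 20 counts over the samples, and deposited raw counts per Ensembl gene without normalization. The table also held 5 columns of values that match none of the described samples, and these were not used. Libraries held between 15746119 and 20523649 counts on genes, with a mean of 17381397.9. Across libraries of the same group, the spread between livers was larger than counting error, with a chi-square per gene of at least 6.64 for each of the 20 pairs, so no library was a copy of another.

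Genes with at least 20 counts summed over the 10 libraries were tested, which left 12147 of 12148 genes. Gene symbols and positions came from the GENCODE annotation of GRCm38, and 10 identifiers had no symbol in it. The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, estimated dispersions, a quasi-likelihood fit on the treatment group alone, and Benjamini-Hochberg adjustment with a threshold of 0.05. The standard error of a log2 fold change came from log2 CPM with a prior count of 2. Principal components used the 500 most variable genes, centred and not scaled. Genes were ranked by signal-to-noise with a floor on the SD of 0.2 times the mean. The ranking was tested with fgsea 1.28.0 over 817 Reactome sets of 10 to 500 genes, distributed with that package, and 17 lists. The minimum of 10 did not hold for the lists, some of which had fewer tested genes. The same lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01. As a check added after the data were seen, the mean log2 CPM of each list was compared by the same kind of test per liver. Single values were compared by exact two-sided permutation tests over all 252 labelings of 5 mice against 5.

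The genes named in the text were set by a rule written before the counts were read: each gene the paper names for the liver transcriptome, the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups, the 5 smallest p-values, and members of any list that is reported. The lists themselves were written from general knowledge after 1999 genes of Supplemental Table 1 had been read, so each was also tested on its genes outside that part, and later on its genes that the paper does not name. Genes of the GF+PBS comparison by pairs of livers were named after their values were seen.

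The edgeR, DESeq2, limma-voom, fgsea, camera and principal component steps were tested on simulated data, in which 200 genes were changed by 1 on the log2 scale. The edgeR fit recovered 191 of them with 9 false calls, DESeq2 1.42.0 recovered 188 with 13 and limma-voom 192 with 10. None of 50 random sets was called, and no gene was called where none was changed. The simulated genes and livers varied independently, so this does not cover false calls from genes or livers that vary together. On PC1 the simulated groups were apart with the changed genes and overlapped without them.

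Alternatives set before the data were examined were DESeq2's Wald test, limma-voom, other normalizations, no filter or at least 10 counts in every library, a block for the replicate numbers that the sample labels give, other rankings, sets and correlations, other principal component inputs, and each liver left out in turn. Added after the data were seen were an offset for transcript GC content and length, more settings for the lists, and fits that summed or selected GF+PBS livers. The closing parts give their effect. Ingenuity pathway analysis was not run. Quantitative PCR, SPF mice, cell lines and faecal vesicle counts were not analysed here.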

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

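The tests for a mislabelled sample, for the low TMM factor, for leukocytes, for a cAMP response and without genes the paper names, and the exact permutation tests of list means, were chosen only after the result was seen. The tests of GC content and gene length and of other splits for the lists were added after the data were examined but before their own results were seen, and the test for a glucocorticoid response was written before. The rule for distant samples was fixed before the data were examined. The gene lists were fixed before the counts were read, but after part of Supplemental Table 1, which gives fold changes in these livers.

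In 3 groups of values, there was a liver far from the rest by Dixon's ratio at its critical value for 5 samples, among 80 groups tested, where chance alone gives 4. The TMM factor of GF+MEV replicate 2 was 0.890 against 0.978 to 1.01 in the other GF+MEV libraries. In CPM without TMM scaling, CT010467.1 took 69590 CPM there and at most 3231 CPM elsewhere, Gm23935 15591 CPM against at most 541 CPM, and *Lars2* 7262 CPM against at most 315 CPM. The 5 genes whose CPM in that library most exceeded the mean of the 9 others, which also include *Pck1* and *Tat*, held 10.3% of its counts and 0.499% to 1.38% elsewhere. Without them its factor was 0.974, narrowly under the 0.975 to 1.00 of the other GF+MEV libraries, so leaving out these genes moved the factor most of the way but not inside the range set for the test. With TMM scaling, *Socs3* was 13.6 CPM and *Phlda1* 9.36 CPM in GF+PBS replicate 2, against 24.4 to 26.4 CPM and 31.8 to 40.6 CPM in the rest of that group. All 10 livers were closer to the mean of their own group than to the other group, which goes against a mislabelled sample. No biological explanation was tested for these 3 values, as the design gives none.

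A list of 25 genes induced by glucocorticoids, which the paper does not discuss as a group, had a median log2 fold change of 2.00, with 18 of 21 tested genes called higher and none lower (camera p = 3.5e-33, exact permutation p = 0.00794), and 20 higher when adjusted over the list alone. The largest rises in it were *Ddit4*, *Igfbp1* and *Zbtb16*, and *Lpin1* rose by 3.00, *Tat* by 2.10, *Tsc22d3* by 1.93 and *Fkbp5* by 1.32. The paper also counts *Per1*, *Cebpb* and *Dusp1* among its clock and inflammation genes, and these belong to the list. The shift remained in the 13 genes outside the readable part of Supplemental Table 1 and outside gluconeogenesis (camera p = 1.3e-22, exact permutation p = 0.00794), in the 11 genes that were outside that part and not named by the paper (camera p = 2.2e-18, exact permutation p = 0.00794), with the trend on GC content and gene length taken out (1.8e-31) and with the correlation estimated from the list (4.2e-05). Among the 16 splits of the livers that part all 5 same-numbered pairs, 1 gave a camera p as small, the real one, and none of the 84 other splits drawn did, which part fewer pairs. With 16 splits the share cannot fall under 0.0625 whatever the data, so this count alone could not tell the shift apart from a chance split of the livers. The real split was nevertheless the only one of all 100 to give so small a p, and the exact permutation test above is at its smallest possible value. A glucocorticoid or stress response of the MEV group could therefore lie behind part of the rise in gluconeogenic genes. This is a hypothesis, as hormone levels were not measured in these data. The paper found the genes for PEPCK and G6P higher with MEV in HEPG2 cells and in primary hepatocytes, the latter in medium without dexamethasone. From its work on cells the paper argues that MEV act apart from cortisol and glucagon. That goes against hormones as the only cause, and those cells were not analysed here.

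A list of 15 genes induced by cAMP and CREB, 13 of them tested, had a median log2 fold change of 1.69, with 8 called higher and none lower (camera p = 3.5e-10, exact permutation p = 0.00794). Over the list alone, 8 were higher and 1 lower. The 8 genes shared with neither the glucocorticoid nor the gluconeogenesis lists were also higher (camera p = 0.0018, exact permutation p = 0.00794), as a cAMP response would give. In the 7 genes of the list outside the readable part and not named by the paper, the shift was weaker (camera p = 0.041, exact permutation p = 0.00794). Of the 16 comparable splits, 1 gave a camera p as small and none of the 84 others did, where again the share could not fall under 0.0625, so that this count alone could not tell the shift apart from a chance split, although the real split was the only one of all 100. The 19 tested glucocorticoid genes that are not in the cAMP list were higher as well (camera p = 4.5e-30, exact permutation p = 0.00794). Each shift thus remained without the genes the lists share, and the data do not say which of them, if either, MEV caused. Library numbers ran by group, so handling or collection in group order might give the same picture, and was not testable.

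The interferon list had a median log2 fold change of -0.31 and the leukocyte list of -0.24. For interferon genes 2 of the 16 comparable splits, and 15 of the 84 others, gave a camera p as small, and for leukocyte genes 4 of 16 and 18 of 84. By this count neither shift can be told apart from a chance split of the livers. The liver means of the interferon list differed (exact permutation p = 0.048) and those of the leukocyte list did not (exact permutation p = 0.087). The interferon shift remained with the GC content and gene length trend taken out (camera result 2.1e-06), and the leukocyte list without its B cell genes was lower by camera (0.046) though not by its liver means (exact permutation p = 0.373). Whether fewer leukocytes in the GF+MEV livers explain part of the interferon shift is left open. The leukocyte shift itself could not be told apart from a chance split, and the lists were not compared liver by liver. Both shifts were lost in camera when the correlation was estimated from each list (0.150 and 0.159).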

How the results depend on the processing

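The alternatives were set before the data were examined, except where said, and the tests on GF+PBS livers that are alike were chosen only after the result was seen.

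Between settings that kept all 10 livers as separate samples, the genes called higher ranged from 428 to 657 and those lower from 342 to 612. The only planned setting to move a count past 1.5 times was at least 10 counts in every sample, with 45 genes lower by more than 1 on the log2 scale. Dropping the filter added 1 gene to the test and left 927 called genes. With each liver left out in turn, from 388 to 561 genes were higher, from 304 to 397 lower, from 114 to 124 higher by more than 1 and from 62 to 81 lower by more than 1 on the log2 scale. The share of variance on PC1 was between 35.5% and 63.8%, and from 53.8% to 55.9% with a liver left out. Of 285 comparisons of named genes under other settings, all kept direction and call, as did 358 of 360 with a liver left out. *Rora* became called and *Arntl* ranged from -0.49 to 0.0066.

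A replicate block, on the numbers of the sample labels, called 792 genes, 725 of them among the 928. Same-numbered livers had a mean correlation of -0.020 in their deviations from the group mean (from -0.188 to 0.166), against 0.0051 for other pairs, so the pairing carried no shared variation, and its loss of calls says nothing on the size of the effects.

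Summing GF+PBS replicates 1 with 3 and 4 with 5 (added later) left 561 called genes, 352 of them higher and 209 lower, outside both ranges. All 36 named genes kept their call. Against replicates 2, 4 and 5 only, *Cry1* (0.019) and *Arntl* (0.43) reversed, and against 1 and 3 only *Per2* (0.41) and *Per3* (0.66), and 6 other comparisons changed call.

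The gluconeogenesis set reversed without the paper's genes (NES -0.82) and the enzyme list passed the threshold (2.10). With a liver left out, the score went from 1.29 to 1.53 for the gluconeogenesis set, from 1.95 to 2.15 for the FOXO list and from 0.98 to 1.38 for the clock set. The FOXO list lost the threshold without those genes (1.698), in camera after adjustment (p = 0.016), and with the correlation estimated (0.097). Estimating it also took the acute phase (0.288), interferon (0.150), leukocyte (0.159) and enzyme lists (0.323) above 0.05. Without the genes the paper names (added later), camera p was 0.969 for the enzyme list and 0.187 for the FOXO list, and 0.464 and 0.077 when the readable genes were left out too. Outside the readable genes alone, camera p was lower, 0.00089 for the enzyme list and 0.0018 for the FOXO list, which there still held genes the paper names. In that setting the acute phase list gave 0.154 and the late dark phase list reversed (0.901). Without the genes the paper names, the acute phase list gave 0.0026, and 0.041 when the readable genes were left out too. Its liver means did not differ in either case (exact permutation p = 0.159 and 0.349). Taking out GC content and length (added later) gave 0.0021 for acute phase genes and 0.012 for fasting genes, and reversed the blood list (0.888). With a liver left out, also added later, camera p went from 0.0023 to 0.121 for acute phase, from 0.364 to 0.897 for stellate, from 0.0035 to 0.289 for fasting, from 0.028 to 0.907 for lipogenic, from 0.730 to 0.999 for late dark phase, from 0.0032 to 0.089 for enzyme and from 0.412 to 0.952 for blood genes. The causes of these changes were not tested.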

Differences from the paper's values

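The figure values were read by eye, and the only tests chosen after the result was seen are the comparisons with parts of the GF+PBS group.

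For the FOXO set, the paper's NES is about 1.9 in Fig. 1D, read by eye, and the value here was 2.05 for a list written for the purpose. Among alternatives set before the data were examined, ranking by DESeq2's Wald statistic (1.93), by the signed edgeR statistic (1.94) and leaving out GF+MEV replicate 5 (1.95) closed the gap, and the others did not. For the gluconeogenesis set, the paper's NES is about 1.9 in Fig. 1D, read by eye, against 1.45 here. None of the alternatives set before the data were examined closed the gap, although the enzyme list, at 2.10, passed the threshold. For the circadian clock set, the paper's NES is about 1.9 in Fig. 3E, read by eye, against 1.25 here. None of the alternatives set before the data were examined closed it. The highest value, 1.71 against GF+PBS replicates 1 and 3 only, came from a setting chosen after seeing the values. It did not reach the paper's value either. The gluconeogenesis and clock sets here were those distributed with fgsea, and the former lacks *G6pc*. The paper's versions were not compared with them, so different members might account for these gaps.

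The paper states that the period and cryptochrome genes, *Rora* and *Ciart* were higher in MEV-treated mice. Here *Per1* and *Ciart* were called higher, *Per2* (-0.23), *Per3* (-0.46) and *Cry1* (-0.12) had negative log2 fold changes, and *Cry2* (0.21) and *Rora* (0.22) were not past the threshold. *Rora* was called without GF+PBS replicate 5. Against GF+PBS replicates 1 and 3 only, a setting chosen after seeing the values, *Per3*, *Cry2* and *Rora* were called higher. Against replicates 2, 4 and 5 only, chosen in the same way, *Per2* (-0.54) and *Per3* (-0.91) were called lower, and *Cry2* and *Rora* were not called. In the readable part of Supplemental Table 1, the paper's own adjusted p for *Cry1* is 0.753. Fig. 1B shows the groups apart on PC2, and here they overlapped on it. Whether the 5 columns that match no described sample entered the paper's components was not tested, so this difference is not explained. The paper describes the gluconeogenesis and circadian clock pathways as enriched, and here neither Reactome set, as distributed with fgsea, was past the threshold.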

Other observations

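The tests on pairs of GF+PBS livers and on clock phase within that group were chosen only after the result was seen. The tests of library size, sex, abundant genes, blood, feeding state, clock phase between groups and chance splits for the called genes were set before the data were examined. The other splits and the tests of GC content and of summed replicates were set before their results were seen, and the mislabelled sample test and exact permutation tests of list means after.

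Within GF+PBS, replicates 1 and 3 were alike and so were 4 and 5. *Acot3* was 7.39 and 7.44 CPM in 1 and 3, 19.5 and 18.5 CPM in 4 and 5, and 50.8 CPM in 2. *Alas1* was 172 and 169 CPM, 488 and 482 CPM, and 755 CPM in the same order, and *Plk3* 36.6 and 37.1 CPM, 100.0 and 97.2 CPM, and 26.1 CPM. Muscle RNA differed inside the first pair, with *Myh4* at 87.5 and 315 CPM, and less inside the second, at 224 and 304 CPM. Over the 300 genes that varied most among GF+MEV livers, 0 of the 8 other GF+PBS pairs were as close, as livers of a pair that are not independent would give. The 2 pairs were picked for being alike, so this count describes them and is not an independent test. Taking out the trend on GC content or gene length changed their distances little, to 0.339 and 0.306, and again 0 other pairs were as close. Between replicates 1 and 3 and the other GF+PBS livers, genes peaking later in the day were higher in the latter (camera result 3.5e-12) and genes peaking late in the dark phase moved the other way (0.189). With 2 livers against 3 no exact test can reach 0.05, and these 2 parts of the group were picked from a plot of clock genes, so the camera result follows from that choice and is no evidence of its own. The contrast describes a time of day or clock phase that differs between GF+PBS livers, and does not show it. Aliquots of 1 RNA sample, pieces of the same liver, mice of a cage, or mice collected together might each give such pairs, and the counts cannot tell them apart. If each pair is not independent, the tests overstate the number of mice. With each pair summed, 59.5% of the called genes were still called in the same direction, so GF+PBS livers that are not independent do not account for most calls, and the gluconeogenic genes kept theirs. The direction or call of *Per2*, *Per3*, *Cry1*, *Cry2*, *Rora* and *Arntl* depended on which GF+PBS livers were compared, and that of *Per1*, *Ciart* and *Clock* did not.

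The clock comparison between groups had its own test. A shift of clock phase or time of day at collection between the groups would move the lists of late dark phase and of daytime genes apart, and the smaller camera p was 0.530, so the rule set for the test was not met. The test could miss a shift of phase, as opposite changes inside a list cancel, the lists held 6 and 11 genes, and the GF+PBS group was mixed in its clock genes. A difference in phase between the groups is therefore not excluded. For the clock set, 5 of the 16 comparable splits and 13 of the 84 others gave an enrichment score as far from 0, and for the gluconeogenesis set 6 of 16 and 9 of 84. For the FOXO list only the real one, 1 of 16, and 0 of 84 did. The clock and gluconeogenesis sets cannot be told apart from a chance split. For the FOXO list the count alone could not decide, as 16 splits cannot give a share under 0.0625, and the exact permutation test of its liver means gave p = 0.00794.

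A difference in feeding state at collection would raise fasting genes and lower lipogenic genes. The larger camera p, that of the lipogenic list, was 0.350, so the rule set for the test was not met. The median log2 fold changes were 0.039 for fasting and -0.11 for lipogenic genes, the directions feeding state would give. The liver means did not differ (exact permutation p = 0.071 and 0.730). Fasting genes passed 0.05 with GC content and length taken out (0.012) and in 4 of the 10 fits with a liver left out. Lipogenic genes passed it without GF+PBS replicate 1 (0.028). A difference in feeding state is therefore neither shown nor excluded.

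For the number of called genes, 1 of the 16 comparable splits, the real one, gave 928 and the highest of the others 3. The same held for the 192 genes past 1 on the log2 scale, again 1 of 16, with at most 1 gene in the others. Among the 84 splits that part fewer same-numbered pairs the highest were 2 and 1. The share alone could not have told these counts apart from a chance split of the livers, since 16 splits cannot give one under 0.0625, but no other of the 100 splits came near the real one. A difference in library size was weighed against, as 3 of the 5 GF+MEV totals lay inside the GF+PBS range. A few genes taking most of the counts was weighed against too, as the share of the 10 most abundant genes lay inside that range in 3 GF+MEV libraries. Y chromosome genes summed to at least 109.7 CPM (without TMM scaling) in each liver and *Xist* was not among the genes of the table, so all livers look male. The blood list was not shifted (camera p = 0.845, exact permutation p = 0.865). With an offset for GC content and gene length, 92.0% of the called genes were still called in the same direction.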
